# Xenogeneic skin transplantation promotes angiogenesis and tissue regeneration through activated Trem2^+^ macrophages

**DOI:** 10.1126/sciadv.abi4528

**Published:** 2021-12-01

**Authors:** Dominic Henn, Kellen Chen, Tobias Fehlmann, Artem A. Trotsyuk, Dharshan Sivaraj, Zeshaan N. Maan, Clark A. Bonham, Janos A. Barrera, Chyna J. Mays, Autumn H. Greco, Sylvia E. Moortgat Illouz, John Qian Lin, Sydney R. Steele, Deshka S. Foster, Jagannath Padmanabhan, Arash Momeni, Dung Nguyen, Derrick C. Wan, Ulrich Kneser, Michael Januszyk, Andreas Keller, Michael T. Longaker, Geoffrey C. Gurtner

## Abstract

Skin allo- and xenotransplantation are the standard treatment for major burns when donor sites for autografts are not available. The relationship between the immune response to foreign grafts and their impact on wound healing has not been fully elucidated. Here, we investigated changes in collagen architecture after xenogeneic implantation of human biologic scaffolds. We show that collagen deposition in response to the implantation of human split-thickness skin grafts (hSTSGs) containing live cells recapitulates normal skin architecture, whereas human acellular dermal matrix (ADM) grafts led to a fibrotic collagen deposition. We show that macrophage differentiation in response to hSTSG implantation is driven toward regenerative Trem2^+^ subpopulations and found that hydrogel delivery of these cells significantly accelerated wound closure. Our study identifies the preclinical therapeutic potential of Trem2^+^ macrophages to mitigate fibrosis and promote wound healing, providing a novel effective strategy to develop advanced cell therapies for complex wounds.

## INTRODUCTION

For more than 50 years, transplantation of unmatched human skin grafts has been the clinical standard of care for major burn wounds when autologous skin grafts are not available because of the extent of the burn injury. Although the cellular elements of unmatched grafts are rejected by the host (*1*), extracellular matrix (ECM) elements integrate into the wound bed and are potentially beneficial to wound healing in patients with burns (*2*–*4*) and chronic wounds (*5*, *6*). In mice, it has been shown that the implantation of xenogeneic dermal scaffolds does not induce a strong inflammatory response but has a strong impact on macrophage polarization, potentially inducing regenerative phenotypes (*7*, *8*).

Macrophages are a heterogeneous and highly plastic cell population and believed to be critical mediators of the cellular response during all stages of soft tissue injury. Traditional classification systems of macrophages describe “classically activated” M1 macrophages, dominating the acute inflammation stage after injury, and “alternatively activated” M2 macrophages, which are thought to be involved in reparative processes of soft tissue remodeling. These classifications, however, were derived from in vitro studies and have been shown to insufficiently characterize the broad spectrum of macrophage phenotypes found in physiologic and pathologic conditions in vivo (*9*, *10*, *11*). Implantation of both synthetic and biological materials induces specific tissue microenvironments that likely drive macrophage subpopulations. Synthetic materials commonly instigate a proinflammatory response, whereas biological grafts can induce regenerative macrophage subpopulations (*7*), potentially suppressing the development of fibrosis by producing arginase 1 (ARG1), resistin-like molecule-α (RELMα), and interleukin-10 (IL-10) (*9*, *12*, *13*). To add to the complexity, other studies have suggested a profibrotic role for “M2” macrophages because of their ability to stimulate fibroblast differentiation into myofibroblasts (*9*, *14*, *15*). Collectively, these findings indicate that the impact of macrophage heterogeneity on the process of wound repair and tissue fibrosis remains incompletely understood.

Here, we examine the impact of clinically used human biologic scaffolds on the innate immune response and wound healing over time in a murine model. Using single-cell RNA sequencing (scRNA-seq), we show that macrophage polarization in response to cellular human split-thickness skin grafts (hSTSGs) is driven toward a distinct subpopulation characterized by a high expression of the lipid receptor *Trem2* (triggering receptor expressed on myeloid cells) as well as proangiogenic and antifibrotic gene expression profiles. We then confirmed that vitamin D (VD) signaling drives clonal proliferation of myeloid cells during skin healing using myeloid cell–specific Cre-mediated recombination in a multicolor reporter mouse model. Last, we developed an approach to induce regenerative Trem2^+^ transcriptomic programs in vitro by treating bone marrow (BM)–derived macrophages with vitamin D3 (VD3; 1,25-dihydroxycholecalciferol) and showed that Trem2^+^ macrophages significantly accelerate the healing of murine full-thickness excisional wounds.

## RESULTS

### Cellular human skin grafts remodel into a physiologic dermal collagen network after long-term implantation and attract regenerative macrophages

To characterize the functional role of macrophages in the cellular response to biologic scaffolds, we subcutaneously implanted either hSTSG-containing viable cells (*16*) or human-derived acellular dermal matrix (ADM) grafts into C57/BL6 [wild-type (WT)] mice (*8*). The grafts themselves and the overlying murine skin were explanted after 1, 3, 7, 14, and 28 days (*n* = 6 to 8 per group) (Fig. 1A). A sham surgery (creation of a subcutaneous pocket without graft implantation) served as a control to account for the impact of the surgical procedure itself (fig. S1A). We found that collagen deposition within both grafts significantly increased over time, indicating that both scaffolds strongly influenced murine collagen production [one-way analysis of variance (ANOVA); **P = 0.006 for day 14 (D14) versus D1; *P = 0.03 for D14 versus D3; *P = 0.02 for D14 versus D7; **P = 0.007 for D28 versus D1 and D3; **P = 0.005 for D28 versus D7] (Fig. 1, B and C). To examine collagen architecture over time, we used the CT-FIRE algorithm to perform single-fiber extraction and analysis in histologic images (*17*) as well as CurveAlign, a curvelet transform–based fibrillar collagen quantification platform to analyze fiber alignment as a surrogate parameter for fibrosis (*18*). While hSTSGs and ADM both showed a significantly higher fiber alignment (*P < 0.05) compared to sham in the early implantation period (before D7), the alignment of hSTSGs decreased after D7 and became similar to murine dermis on D14, while ADM generated a consistently higher alignment than murine dermis throughout the entire implantation period until D28. This chronic, increased alignment indicated progressive fibrosis following ADM implantation. In contrast, long-term implantation of hSTSGs induced a basket weave–like fiber pattern resembling the physiologic dermal collagen architecture of murine skin, with a significantly lower alignment compared to ADM on D28 (one-way ANOVA: D1: ***P = 0.0009 for ADM versus sham and **P = 0.02 for hSTSG versus sham; D3: **P = 0.004 for ADM versus hSTSG, ***P = 0.0002 for hSTSG versus sham, and ****P < 0.0001 for ADM versus sham; D7: *P = 0.03 for hSTSG versus sham and *P = 0.02 for ADM versus sham; D14: **P = 0.001 for ADM versus sham; D28: *P = 0.01 for hSTSG versus ADM) (Fig. 1, D and E, and fig. S1B). This was supported by principal components analysis (PCA) on all output parameters from CT-FIRE and CurveAlign, showing that hSTSG samples, but not ADM samples, clustered more closely together with samples from the sham surgery group (Fig. 1F and fig. S2).

**Fig. 1.**
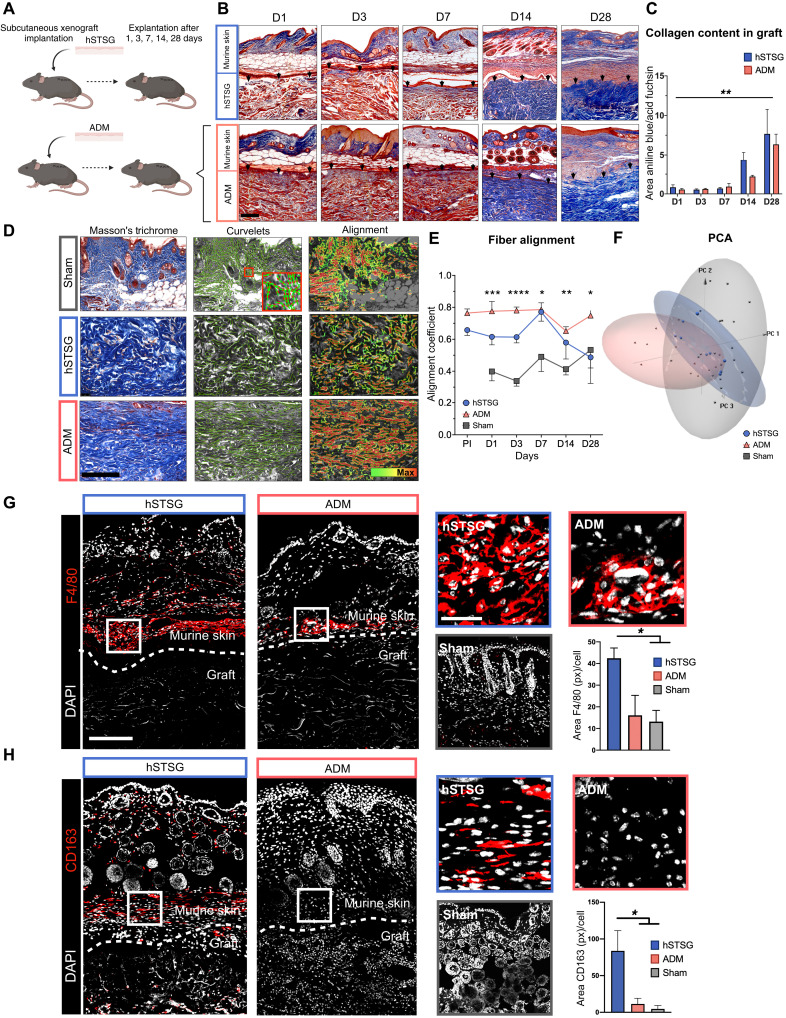
hSTSGs remodel into a physiologic dermal collagen network after in vivo implantation and attract regenerative macrophages. (**A**) Xenograft implantation model (*n* = 6 to 8 per group). (**B** and **C**) Masson’s trichrome staining of explanted grafts with overlying murine skin. Black arrows indicate the interface between graft and skin. (**D**) Left: Masson’s trichrome staining of murine skin 28 days after sham surgery (top) as well as hSTSGs (middle) and ADM (bottom) 28 days after implantation. Middle: Curvelet transformation as overlay on histologic image. Red dots indicate the center of fiber segments; green lines indicate the fiber orientation. The small red square indicates the location of the magnified inset. Right: Alignment heatmap. (**E**) Fiber alignment over time. PI, preimplantation; D1 to D28 indicate days after in vivo implantation. (**F**) PCA on CT-FIRE and CurveAlign parameters. (**G**) Immunofluorescent staining of hSTSGs and ADM with overlying murine skin (D14) as well as murine skin after sham surgery for F4/80 and (**H**) CD163. Dotted lines indicate the interface between murine dermis and implanted grafts. White rectangles indicate the location of the magnified images (right). Scale bars, 200 μm in overview images (left) and sham image, and 50 μm in magnified images (right). px, pixels.

We further performed fractal analysis to compare the histologic architecture between hSTSG and ADM grafts after implantation. Fractal analysis applies nontraditional mathematics to complex patterns that defy understanding with traditional Euclidean geometry (*19*). The overall tissue complexity of hSTSGs, defined by the fractal dimension, was significantly higher at D28 compared to ADM (*P = 0.04), which is in line with a more heterogeneous basket weave–like physiologic skin architecture (fig. S3, A and B).

Because macrophages are the primary cell type that responds to the implantation of foreign bodies (*20*), we examined macrophage infiltration within the scaffolds and surrounding murine tissue on D14, when the collagen architecture of the two grafts began to diverge. We observed a significantly higher number of macrophages around the implanted hSTSGs compared to ADM and sham by immunofluorescent staining for the generic macrophage marker F4/80 (one-way ANOVA: *P = 0.04; Fig. 1G) (*21*). Macrophages recruited to hSTSGs also showed a significantly higher expression of the regenerative M2 macrophage marker CD163 (one-way ANOVA: *P = 0.03; Fig. 1H) (*22*), indicating that the hSTSG microenvironment might induce macrophage recruitment and polarization toward regenerative phenotypes.

### Human cellular elements degrade after murine subcutaneous implantation

To confirm that the identified cells were of murine and not human (i.e., grafted) origin, we performed real-time quantitative polymerase chain reaction (qPCR) for human Alu elements (primate-specific short interspersed elements), as previously described (*23*), on both nonimplanted hSTSGs and hSTSGs explanted after 14 days of subcutaneous implantation. Murine skin was analyzed as a negative control, and live human umbilical vein endothelial cells (HUVECs) were used as a positive control. High levels of human Alu DNA were detected in nonimplanted hSTSGs, which even exceeded those of HUVECs (*P < 0.01), indicating the presence of live human cells within hSTSGs and confirming the findings from previous studies (*16*). After 14 days of subcutaneous implantation, Alu DNA levels in hSTSGs had significantly decreased by several orders of magnitude, indicating that the human cells disappeared and only murine cells were present (fig. S3C).

### hSTSG promotes greater recruitment of circulating cells than ADM

To examine whether tissue-resident or tissue-circulating cells were recruited to the grafts, we performed parabiosis of green fluorescent protein (GFP)–expressing mice to WT mice and performed either hSTSG or ADM implantation or a sham surgery on the WT mice (Fig. 2A). Confocal laser scanning microscopy of the explanted grafts showed a significantly stronger recruitment of circulating GFP^+^ cells to hSTSGs compared to ADM or sham tissue (one-way ANOVA: relative cell count: *P = 0.01 versus ADM and **P = 0.002 versus sham; Fig. 2B). The circulating cells recruited to hSTSGs showed a higher expression of vascular endothelial growth factor (VEGF) compared to those in ADM and sham tissue [VEGF area (px) per cell: one-way ANOVA: *P = 0.04 for hSTSG versus ADM and *P* = 0.06 versus sham; Fig. 2C], suggesting that hSTSG implantation promotes proangiogenic cell populations. In accordance, we observed a significantly stronger vascularization of the murine tissue surrounding hSTSG compared to ADM and sham tissue [CD31 area (px) per cell: one-way ANOVA: **P = 0.002 for hSTSG versus ADM and ****P = 0.0006 versus sham; Fig. 2B]. Flow cytometry of cells isolated from explanted grafts confirmed a stronger infiltration of GFP^+^ cells in hSTSG versus ADM (19.7% versus 9.4% of all live cells) (Fig. 2D and fig. S4).

**Fig. 2.**
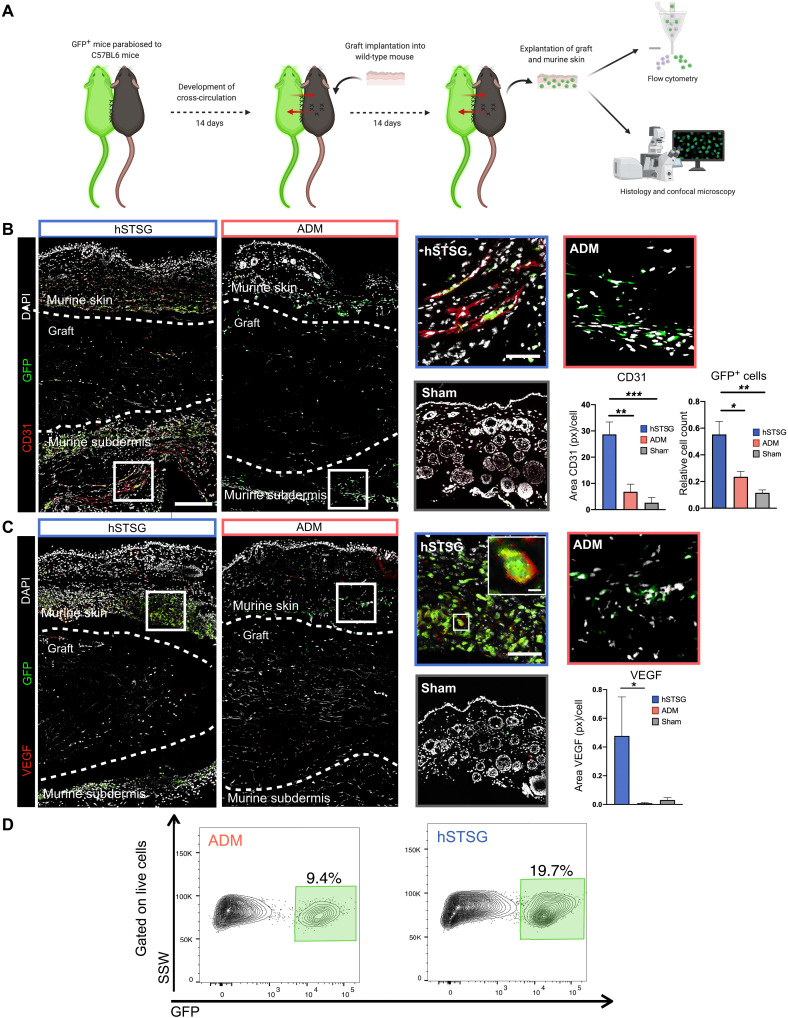
hSTSG promotes strong recruitment of circulating cells compared to ADM. (**A**) Schematic of the parabiosis model (*n* = 5 pairs per group). (**B**) Confocal microscopy of hSTSGs and ADM with overlying murine skin as well as sham tissue showing circulating GFP^+^ cells and immunofluorescent staining for CD31. (**C**) Circulating GFP^+^ cells and immunofluorescent staining for VEGF. (**D**) Flow cytometry analysis of circulating GFP^+^ cells {gating on live [4′,6-diamidino-2-phenylindole (DAPI)–negative] single cells}. Dotted line on histology images indicates the interface between murine skin and graft. White rectangles indicate the location of the magnified images (right). Scale bars, 200 μm in overview images (left) and sham image, 50 μm in magnified images (right), and 20 μm in magnified image showing VEGF- and GFP-expressing circulating cell. SSW, side scatter width.

### scRNA-seq and flow cytometry reveal heterogeneous macrophage subpopulations infiltrating hSTSGs

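Human split-thickness skin was implanted under the skin of C57/BL6 mice, and cells of the grafts of 5 mice explanted on day 14 were sequenced as 1 droplet library. In such a library each cell carries a barcode and each captured RNA molecule a unique molecular identifier (UMI), so that UMIs count molecules and not their PCR copies. The authors deposited raw UMI counts from Cell Ranger for mouse genes in 2644 barcodes, with 24472168 gene UMIs in all and a median of 5074 per barcode. The gene list holds mouse genes only, so RNA of the human graft was not counted. The cell filter of the methods had not been applied to the deposited counts and was applied here. It left out 306 barcodes with fewer than 300 genes, 2 with at least 100000 UMIs, and 330 with at least 10% mitochondrial UMIs, with some barcodes failing on several counts. The 2144 kept cells (81.1% of barcodes) had a median of 6637.5 UMIs and 2194 genes. Reading the minimum of 300 as UMIs in place of genes kept 2312 cells, and a limit of 5% mitochondrial UMIs kept 1779. Cells were clustered with Seurat with the settings of the methods, 15 principal components, 15 neighbors, and resolution 0.5. Every gene that the paper names for these libraries, and every gene of the lists used here, was left out of the variable genes in the second clustering, that of the monocyte lineage cells, so that those clusters were not made from the genes reported for them. Doublets were kept, since the paper's methods name no doublet removal. The deposited counts pool the mice without a map from cells to mice and count as 1 sample, so no test was made. Levels are in CPM, the usual scaling of a gene's UMIs to all gene UMIs of the same cells. Their 95% intervals are exact Poisson intervals, those of shares exact binomial intervals, and those of ratios exact conditional binomial intervals. All of them cover counting error only, not differences between mice.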

To further understand the mechanisms driving these putatively regenerative cells, we performed scRNA-seq on hSTSGs explanted on D14 using the 10X Genomics Chromium platform (10X Genomics, Pleasanton, CA) (*n* = 5 mice; Fig. 3A). Data for 2156 high-quality cells were embedded into a uniform manifold approximation and projection (UMAP) space using the Seurat package in R (*24*, *25*) and identified as macrophages, monocytes, dendritic cells (DCs), granulocytes, T cells, fibroblasts, and endothelial cells (Fig. 3B and fig. S5A) (*26*, *27*). 

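Of the 2144 cells kept here, compared with the 2156 of the paper, 962 (44.9%, 95% interval 42.8 to 47.0%) lay in macrophage-like clusters, 516 (24.1%, 22.3 to 25.9%) in granulocyte-like clusters, and 301 (14.0%, 12.6 to 15.6%) in T cell-like clusters. A DC-like cluster held 148 cells (6.90%), a fibroblast-like cluster 140 (6.53%), an endothelial-like cluster 25 (1.17%), and a mast cell- or basophil-like cluster 14 (0.653%). The remaining 38 cells, with a median of 668 UMIs, were left unnamed. The names were rebuilt from marker genes set before the counts were examined and not with SingleR. No cluster took the name monocyte-like, and the macrophage-like clusters include the monocytes described for the subset. The leading genes of the DC-like cluster were the immunoglobulin genes *Iglv1*, *Iglc1*, and *Iglc2* with *Mzb1* and *Jchain*, so that cells of the B lineage were mixed with cells that carried the DC genes *Flt3* and *Ccr7*. Median depth differed between types, from 2329 UMIs in granulocyte-like cells to 25461 in fibroblast-like cells.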

We then further analyzed the largest cell population (1108 cells), containing monocytes, macrophages, and DCs (Fig. 3, C and D), as a subset and found six distinct cell clusters (labeled 0 to 5) (Fig. 3E). Among these, clusters 0, 2, and 3 were classified as macrophages, expressing the canonical markers *Adgre1* (F4/80) and *Cd68*; clusters 1 and 4 were identified as monocytes; and cluster 5 was classified as DCs (Fig. 3F and fig. S5, B to F).

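The macrophage-like and DC-like clusters together held 1110 cells, 51.8% of the kept cells (95% interval 49.6 to 53.9%), compared with the 1108 cells of the paper. Their clusters were matched to the numbers of the paper by the genes of Fig. 3G that the text does not name for a cluster, and are called 0-like to 5-like. The rule for the match was settled after the clusters were seen. The 0-like cells numbered 336 (30.3%, 27.6 to 33.1%), the 1-like 279 (25.1%, 22.6 to 27.8%), the 2-like 207 in 2 clusters (18.6%, 16.4 to 21.1%), the 3-like 149 (13.4%, 11.5 to 15.6%), the 4-like 67 (6.04%, 4.71 to 7.60%), and the 5-like 37 (3.33%, 2.36 to 4.57%). A cluster of 35 cells led by *Nkg7*, *Gimap1*, and immunoglobulin genes was left unnamed. None of the markers of 4-like cells was among the 10 genes that led their cluster, and the cluster with this name held 208 cells at resolution 0.8 and 306 with 30 principal components. At resolution 0.8 in place of 0.5, the share of 0-like cells was 9.95% (8.16 to 12.0%), because 147 of the 336 cells then fell into a cluster led by *Gdf15* and 68 into a cluster led by *Nos2*, neither of which took a name. The 1-like share then fell to 5.829% and the 3-like share to 1.91%. At resolution 0.3 the 0-like share was 30.45%.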

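*Adgre1*, on chromosome 17 of GRCm38 from 57358691 to 57483527, had 280.5 CPM (95% interval 261.6 to 300.5) in 2-like cells, 206.6 (195.8 to 217.9) in 0-like cells, 158.6 (144.3 to 174.0) in 1-like cells, and 125.2 (92.95 to 165.1) in 3-like cells. The level was 15.1 CPM (8.61 to 24.5) in 4-like cells and rested on 2 UMIs in 5-like cells. *Cd68*, on chromosome 11 from 69664213 to 69666153, had 708 CPM (688 to 729) in 0-like cells, 540 (513 to 567) in 2-like cells, 279 (260 to 300) in 1-like cells, and 200.4 (158.9 to 249.4) in 3-like cells. It had 145.0 CPM (123.0 to 169.7) in 4-like cells and 22.7 (10.9 to 41.7) in 5-like cells. Both genes therefore lay above the 4-like and 5-like levels, beyond counting error, in the 0-like, 1-like, and 2-like groups. In 3-like cells *Adgre1* also lay above both, while the *Cd68* interval of 3-like cells overlapped that of 4-like cells.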

**Fig. 3.**
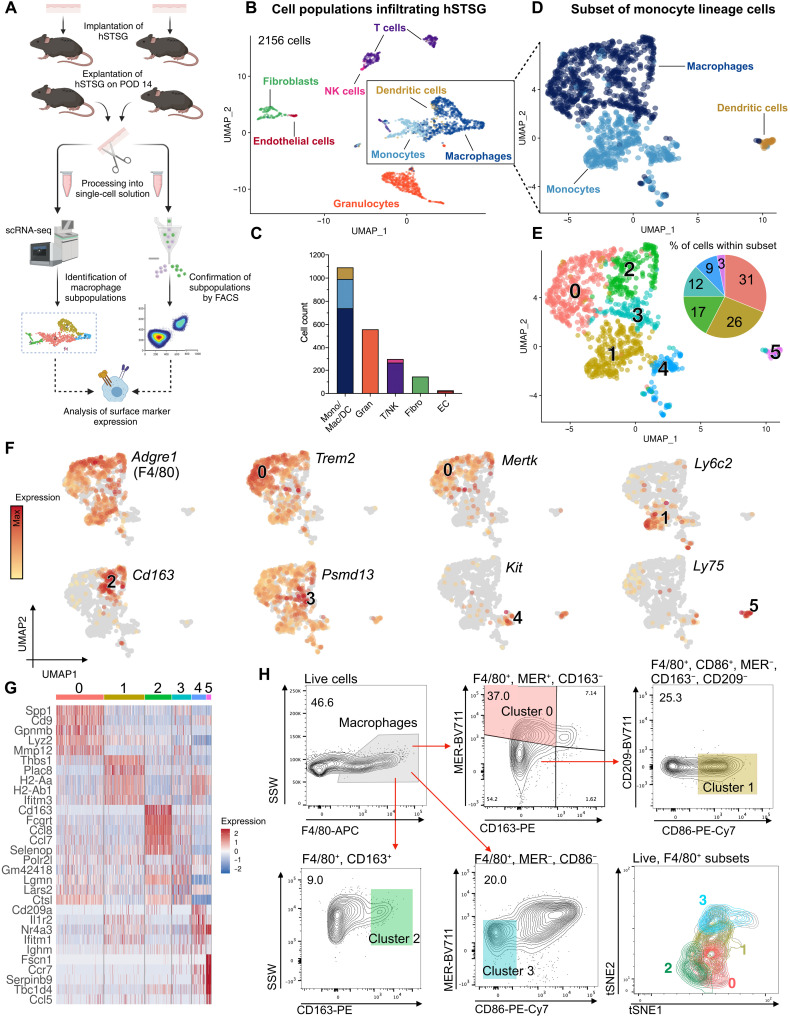
scRNA-seq and flow cytometry reveal heterogeneous macrophage subpopulations infiltrating hSTSGs. (**A**) Experimental overview. (**B**) Cells colored by cell type. (**C**) Bar plot (colored by cell type) indicating the cell number within the populations of (B). Mono, monocytes; Macro, macrophages; Gran, granulocytes; T/NK, T cells and natural killer cells; Fibro, fibroblasts; EC, endothelial cells. (**D**) Subset of monocyte lineage cells. (**E**) Cell clusters of monocyte lineage cells. The pie chart (colored by cluster) shows the relative number of cells within the monocyte lineage subset. (**F**) Feature plots for *Adgre1* (encodes for F4/80) and cluster-defining markers. (**G**) Heatmap of the top five differentially expressed genes per cluster, sorted by average log fold change and ordered by cluster number. (**H**) Flow cytometry gating strategy for cells isolated from hSTSGs after 14 days of implantation (*n* = 5 mice). Single cells were gated for live (DAPI-negative) cells. Macrophages were identified by their expression of F4/80 based on the strong expression of *Adgre1* in monocytes and macrophages. Bottom right panel: tSNE (t-distributed stochastic neighbor embedding) projection for virtual aggregate of flow cytometry data. Macrophage subpopulations were back-gated and are colored by cluster color.

We identified cluster-defining marker genes and then confirmed them on the protein level using flow cytometric analysis of explanted grafts from a repeated group of mice (*n* = 5; Fig. 3H and fig. S6A). 

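*Trem2* (ENSMUSG00000023992) lies on chromosome 17 of GRCm38 from 48346401 to 48354147 on the plus strand. The 0-like cells carried 4190 of its UMIs, 636 CPM (95% interval 617 to 656), compared with 128 CPM in the other cells of the subset, a log2 ratio of 2.31 (2.21 to 2.41). The next level was that of the 2-like cells, at 249.5 CPM. *Mertk*, on chromosome 2 from 128698956 to 128802894, had 74.1 CPM (67.7 to 81.0) in 0-like cells, a log2 ratio of 1.32 (1.10 to 1.55) to the other cells, but its level in 2-like cells, 67.6 CPM (58.5 to 77.8), lay within counting error of it. *Cd9* reached 779 CPM (758 to 800) in 0-like cells, with a log2 ratio of 2.48 (2.39 to 2.58). *Cd63* reached 1618 CPM (1588 to 1649), with a log2 ratio of 1.08 (1.03 to 1.12), below the 2062 CPM of the 5-like cells. *Cd163*, on chromosome 6 from 124304656 to 124330527, had 25.1 CPM (21.4 to 29.2) in 0-like cells, a log2 ratio of -4.42 (-4.65 to -4.19) to the other cells. After each cell was thinned to 2000 UMIs, 57.8% of 334 0-like cells (52.3 to 63.1%) had a *Trem2* UMI, compared with 1.02% of 295 T cell-like cells (0.210 to 2.94%). Before thinning these shares were 93.8% and 2.66%, at median depths of 15905 and 5552 UMIs, and thinning left out 2 and 6 cells for lack of depth. For *Cd163*, 2.69% of the thinned 0-like cells had a UMI (1.24 to 5.05%) and 0.678% of the T cell-like cells (0.0822 to 2.43%), while 0 of 357 granulocyte-like cells (up to 1.03%) and 0 of 139 fibroblast-like cells (up to 2.62%) did. The interval of the 0-like cells overlaps those of T cell-like and fibroblast-like cells and lies above that of granulocyte-like cells. Without thinning the shares were 7.44, 2.33, 0.194, and 0.714%. The leading genes of the 0-like cells by ratio were *Npy*, *Spp1*, *Gpnmb*, *Lpl*, and *H2-M2*. The log2 ratio of *Trem2* was lowest at resolution 0.8, at 1.19.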

Cluster 0 was the largest macrophage cluster (31% of cells in the subset) and characterized by a strong expression of *Trem2*, *Mertk* (proto-oncogene tyrosine-protein kinase MER), *Cd9*, and *Cd63* and a lack of *Cd163* expression (Fig. 3, F and G, and fig. S5, B and F). Flow cytometry confirmed that F4/80^+^, MER^+^, CD163^−^ cells were the most abundant macrophage subpopulation infiltrating hSTSGs (37%) (Fig. 3H). 

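In the 1-like cells, *Ly6c2* (chromosome 15 of GRCm38, 75108158 to 75111970) had 184.4 CPM (95% interval 168.9 to 200.9), compared with 18.4 in the other cells of the subset, a log2 ratio of 3.32 (3.09 to 3.55). Its paralog *Ly6c1* had 0 UMIs in these cells, which allows up to 1.30 CPM, and reads shared between the paralogs make the level of each uncertain. *Plac8* had 1339 CPM and a log2 ratio of 3.85 (3.75 to 3.95), and *Cd86* 290 CPM and 1.51 (1.38 to 1.63). The genes of the MHC class II complex had log2 ratios of 1.66 (1.63 to 1.69) for *H2-Aa*, 1.54 (1.51 to 1.57) for *H2-Ab1*, 1.44 (1.32 to 1.55) for *H2-DMb1*, and 1.47 (1.43 to 1.51) for *H2-Eb1*. Each of the 4 had a higher level still in 4-like cells, such as 8577 CPM for *H2-Aa* compared with 5591 in 1-like cells. At resolution 0.8, and with the mixed DC-like cluster left out of the subset, the 4 ratios fell below 0. In these settings the name 1-like covered only 58 and 38 cells. MHC class II genes were then among the leading genes of the 4-like cells, 208 and 256 in number. The direction therefore depends on which cells take the name. *Cd163* had 13.1 CPM (9.20 to 18.0) and *Mertk* 6.36 CPM (3.77 to 10.1) in 1-like cells, with log2 ratios of -4.86 (-5.37 to -4.39) and -3.22 (-3.98 to -2.55). *Cd209a* had 32.85 CPM and a log2 ratio of -1.28 (-1.60 to -0.97).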

Cluster 1 cells were identified as Ly6c^high^ monocytes, showing an enrichment of *Ly6c2*, *Plac8*, *Cd86*, and MHCII (major histocompatibility complex class II)–encoding genes (*H2-Aa*, *H2-Ab1*, *H2-DMb1*, and *H2-Eb1*) and depletion of M2 markers *Cd163*, *Mertk*, and *Cd209a* (Fig. 3, F and G, and fig. S5, C and F), and confirmed on the protein level by fluorescence-activated cell sorting (FACS) (26% F4/80^+^, MER^−^, CD163^−^, CD86^+^, CD209^−^ cells) (Fig. 3H). 

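*Mrc1* had 5638 CPM (95% interval 5552 to 5725) in the 2-like cells, a log2 ratio of 2.25 (2.22 to 2.28) to the other cells of the subset. *Cd163* had 1418 CPM (1375 to 1462), compared with 42.7 in the other cells, a log2 ratio of 5.05 (4.92 to 5.19). After thinning to 2000 UMIs it was found in 107 of 197 2-like cells (54.3%, 47.1 to 61.4%), with 10 cells left out for lack of depth, and in 62.8% without thinning. *Lyve1*, on chromosome 7 of GRCm38 from 110850607 to 110863239, had 194.3 CPM (178.6 to 211.0), compared with 3.16 in the other cells, a log2 ratio of 5.94 (5.47 to 6.46), and 452 of its 563 UMIs lay in the smaller of the 2 clusters, of 66 cells. *Retnla* had 1251 CPM and a log2 ratio of 2.23 (2.16 to 2.30). Its highest level was not in these cells but in the 3-like cells, at 2622 CPM, where 14 of 149 cells carried all 1047 UMIs.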

Cluster 2 showed an enrichment of the regenerative macrophage markers *Mrc1* (CD206), *Cd163*, *Lyve1*, and *Retnla*, consistent with a recently described population of perivascular macrophages (Fig. 3, F and G, and fig. S5, D and F) (*28*), and was confirmed by FACS (F4/80^+^, Cd163^+^ cells) (Fig. 3H). 

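The 3-like cells had a median of 1822 UMIs and 928 genes per cell, compared with 15905 UMIs in 0-like cells, the lowest of the 6 groups. Of their 149 cells, 81 had too few UMIs to be thinned to 2000. The 5 genes with the largest ratio to the other cells were the keratins *Krt27*, *Krt71*, and *Krt25* with *Alas2* and *Tchh*, each found in 1 to 3 cells. Among genes found in at least 25% of the cells, *Lars2* was the only marker of the name among the leading 10, so the match to cluster 3 rests on it and on the condition of 25%. The mean log2 ratio of the markers was 1.33 for this name and 1.42 for fibroblasts, and *Col3a1* was also among the leading 10. *Psmd13*, on chromosome 7 of GRCm38 from 140881968 to 140898643, had 72 UMIs in these cells, 180.3 CPM (95% interval 141.1 to 227.1), compared with 95.4 in the other cells, a log2 ratio of 0.92 (0.56 to 1.26). *Mertk* had 18 UMIs, 45.1 CPM (26.7 to 71.3), and a log2 ratio of -0.13 (-0.89 to 0.54), so a lower level was not detectable at this depth. *Cd86* had 29 UMIs, 72.6 CPM (48.6 to 104.3), and a log2 ratio of -0.94 (-1.53 to -0.42).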

Cluster 3 had the least distinct transcriptional profile and appeared to be a transitional state, showing an enrichment of the proteasome gene *Psmd13* and depletion of *Mertk* and *Cd86*; this profile was also confirmed with FACS (F4/80^+^, MER^−^, CD86^−^) (Fig. 3, F to H). Cluster 4 appeared to be a precursor cell population with the potential to differentiate into monocytes or DCs and expressed the hematopoietic stem cell marker *Kit* (proto-oncogene tyrosine-protein kinase Kit), monocyte marker *Ly6c*, and DC lineage markers *Cd209a* (DC-SIGN) and *Flt3* (Fig. 3, F and G, and fig. S5, E and F). 

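*Kit*, on chromosome 5 of GRCm38 from 75574916 to 75656722, had 80.0 CPM (95% interval 63.9 to 98.9) in the 67 4-like cells, compared with 4.98 in the other cells of the subset, a log2 ratio of 4.01 (3.53 to 4.49). The 5-like cells had a level within counting error of it, 90.8 CPM (64.8 to 123.6). *Cd209a* had 615 CPM (568 to 664) and a log2 ratio of 4.40 (4.22 to 4.58), and *Flt3* 135.5 CPM (114.3 to 159.6) and 3.49 (3.16 to 3.82). *Ly6c2* rested on 19 UMIs, 17.9 CPM (10.8 to 27.9), below the 52.4 CPM of the other cells. Its log2 ratio was -1.55 (-2.29 to -0.90), and no UMI of *Ly6c1* was found. With 30 principal components in place of 15, the ratios of *Kit*, *Cd209a*, and *Flt3* were below 0 and that of *Ly6c2* above 0, since the cluster that took the name then held other cells. The ratio of *Ly6c2* was also above 0 at resolutions 0.3 and 0.8, with called doublets removed, with named genes kept among the variable genes, and without the mixed DC-like cluster, where the name also went to other cells. The 4-like cluster was led by immunoglobulin genes at resolution 0.3 (102 cells, 9.189%), with called doublets removed (103 cells, 9.32%), and with named genes kept (112 cells, 10.1%), genes that also lead the 35 unnamed cells, which had 191.6 CPM of *Ly6c2* (160.6 to 226.7). At resolution 0.8 and without the mixed cluster *Il1r2* and MHC class II genes were among its leading genes. The direction therefore depends on which cells take the name. The genes that led the 4-like cells by ratio were *Sept3*, *Itgae*, *Plet1*, *Klrd1*, and *Cldn1*.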

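The 37 5-like cells had 320 CPM of *Ly75* (chromosome 2 of GRCm38, 60292103 to 60383303; 95% interval 269 to 377), compared with 6.28 in the other cells of the subset, a log2 ratio of 5.67 (5.28 to 6.07). *Flt3*, on chromosome 5 from 147330741 to 147400489, had 270.0 CPM (223.7 to 323.1) and a log2 ratio of 4.35 (4.01 to 4.69). *Ccr7*, on chromosome 11 from 99144196 to 99155077, had 3685 CPM (3508 to 3868), compared with 73.7 in the other cells, a log2 ratio of 5.64 (5.53 to 5.76). The next level of *Ccr7* was that of the 4-like cells, at 772 CPM. Thinned to 2000 UMIs, *Flt3* was found in 57.6% of 33 5-like cells (39.2 to 74.5%) and in 0 of 295 T cell-like cells, which allows up to 1.24%. Without thinning the 2 shares were 81.1% and 0, at median depths of 11726 and 5552 UMIs. *Fscn1*, which led the cluster after *Tmem150c*, was among the markers that gave it its name.

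**Figure D1:**
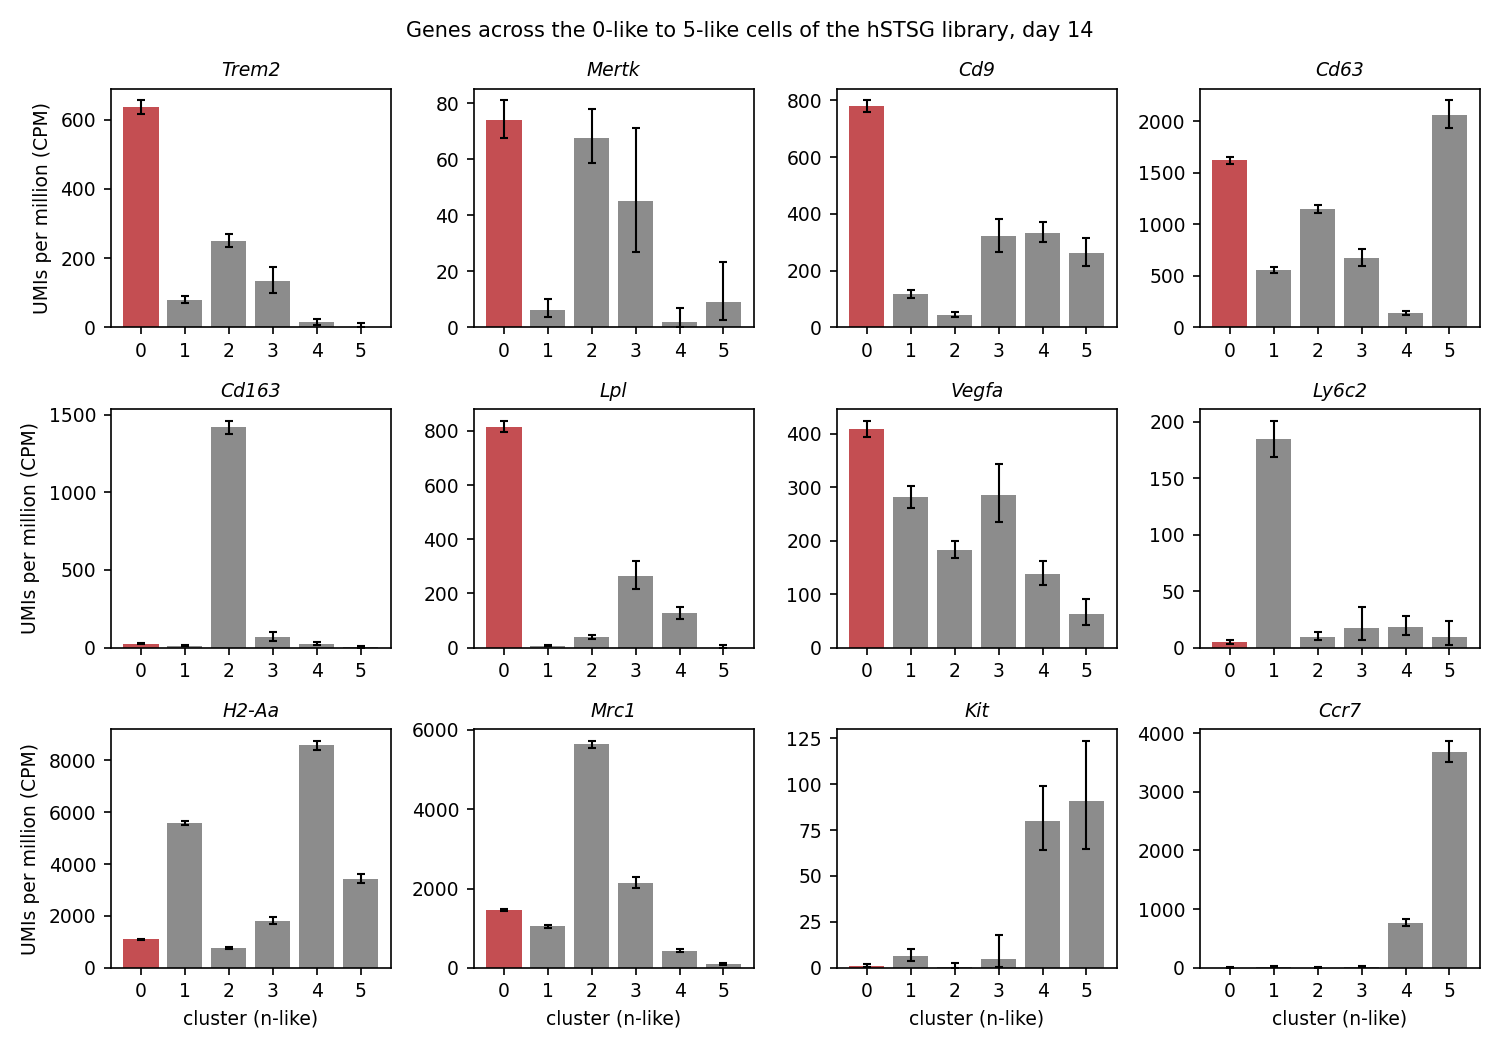
Bars give CPM of 12 genes in the 0-like to 5-like cells of the hSTSG library, with the 0-like cells in red, and lines give exact Poisson 95% intervals, which cover counting error only. Each panel has its own linear axis from 0. *Trem2*, *Cd9*, *Lpl*, and *Vegfa* are highest in 0-like cells, *Cd163* and *Mrc1* in 2-like cells, *Ly6c2* in 1-like cells, *H2-Aa* in 4-like cells, and *Cd63* and *Ccr7* in 5-like cells.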

Cluster 5 was a transcriptionally distinct cluster of DCs, displaying a high expression of common DC markers *Ly75*, *Flt3*, and *Ccr7* (Fig. 3, F and G, and fig. S5, E and F).

### Trem2^+^ macrophages express proangiogenic and antifibrotic transcriptomic signatures

To further characterize the role of these myeloid subpopulations, we constructed a network of enriched gene sets from the Gene Ontology (GO) database (*29*). This analysis indicated that the macrophages in clusters 0 and 2 were enriched for gene sets associated with angiogenesis, cell migration, and epithelial cell proliferation, while the monocytes in cluster 1 were enriched for gene sets related to cytokine biosynthesis and metabolism (Fig. 4A, pie charts showing the relative contribution of each Seurat cluster). 

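GO enrichment with clusterProfiler was not rerun. In its place, a list of 25 genes of angiogenesis was written by hand before the counts were examined, and its median log2 ratio in a group over the other cells of the subset was set against 10000 random lists of the same size matched on mean expression. This describes the library and is not a test of enrichment. Of the 22 listed genes with at least 10 CPM, 13 were higher in 0-like cells. Their median log2 ratio of 0.15 was at percentile 99.6 of the random lists, whose central 95% ran from -0.32 to 0.07. In 2-like cells 12 of the 22 genes were higher, with a median of 0.21 at percentile 92.2, inside the central range of -0.25 to 0.28 for that group. In 1-like cells the median was -0.03, at percentile 33.0.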

The size of the pie chart represents the number of enriched genes. Gene sets enriched in clusters 0 and 2 that indicate regenerative transcriptomic programs are highlighted in red. Inset shows the Seurat clusters of the subset of Fig. 1E. 

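A list of 19 genes of lipid uptake, storage, and export, written by hand before the counts were examined, had 18 genes with at least 10 CPM in the subset. In 0-like cells 14 of the 18 were higher than in the other cells, and the median log2 ratio of 0.76 was above all 10000 random lists matched on mean expression. The medians were below 0 in the other 5 groups, -0.22 in 2-like cells (percentile 6.45), -0.26 in 3-like cells (percentile 29.9), -0.59 in 1-like cells (percentile 0.04), -1.43 in 4-like cells, and -3.02 in 5-like cells (percentile 0 for both). The list contains *Lpl*, *Fabp5*, *Cd36*, and *Plin2*, which the naming of the clusters or the paper itself had already linked to cluster 0.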

Gene sets associated with lipid metabolism were exclusively enriched in cluster 0, indicating that these cells may represent a recently defined subpopulation of lipid-associated macrophages, which have shown anti-inflammatory properties and protective functions against adipocyte hypertrophy and metabolic disease (Fig. 4A) (*30*). Overrepresentation analysis (ORA) at the single-cell level using GeneTrail 3 (*31*) confirmed a significant enrichment of gene sets for positive regulation of angiogenesis, wound healing, and collagen catabolism in the Trem2^+^ cells in cluster 0, suggesting a proangiogenic and antifibrotic potential (Fig. 4B; dotted lines indicate Seurat cluster 0, which showed the highest Trem2 expression). 

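The per-cell overrepresentation analysis of GeneTrail 3 was not rerun. A list of 17 collagen-degrading enzymes and related genes, written by hand before the counts were examined, had 12 genes with at least 10 CPM. Each of the 12 was higher in 0-like cells than in the other cells of the subset. Their median log2 ratio of 1.00 was above all 10000 random lists matched on mean expression, whose central 95% ran from -0.32 to 0.18. *Ctsd* is both on this list and among the markers that gave the 0-like cells their name. *Mmp12* and *Mmp13*, which the paper names for Trem2+ macrophages, are on the list as well. The same list had a median of -0.18 in 2-like cells, at percentile 37.7, and of -1.74 in 1-like cells, below all random lists.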

While higher VEGF expression drives angiogenesis, which is beneficial for wound healing (*32*), previous research has also found profibrotic effects of VEGF under specific conditions (*33*). Thus, the regenerative effect of Trem2^+^ macrophages on graft remodeling is more likely related to their secretion of matrix metalloproteinases (MMPs) such as *Mmp12* and *Mmp13* (fig. S6, B to D), which break down collagen fibers within the grafts to mitigate fibrosis. 

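*Mmp12*, on chromosome 9 of GRCm38 from 7344381 to 7369499, had 36690 UMIs in 0-like cells, 5570 CPM (95% interval 5513 to 5628), compared with 422 in the other cells of the subset, a log2 ratio of 3.72 (3.67 to 3.77). The neighboring gene *Mmp13*, from 7272514 to 7283331 on the same chromosome, had 899 CPM (876 to 922) in 0-like cells and 763 in the others, a log2 ratio of 0.24 (0.19 to 0.29). Its levels in 3-like cells, 1901 CPM (1768 to 2041), and in 2-like cells, 1856 CPM (1806 to 1906), were higher. The ratio of *Mmp13* in 0-like cells was below 0 at resolution 0.8, with 30 principal components, and with the mixed DC-like cluster left out, while that of *Mmp12* kept its direction in every setting tried. Because VEGF can also promote fibrosis, the paper holds these proteinases to be the more probable cause of the effect of Trem2+ macrophages on the graft.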

Summarizing these findings, we hypothesized that implantation of hSTSGs stimulates macrophage polarization toward Trem2^+^ subpopulations that promote collagen remodeling and angiogenesis.

**Fig. 4.**
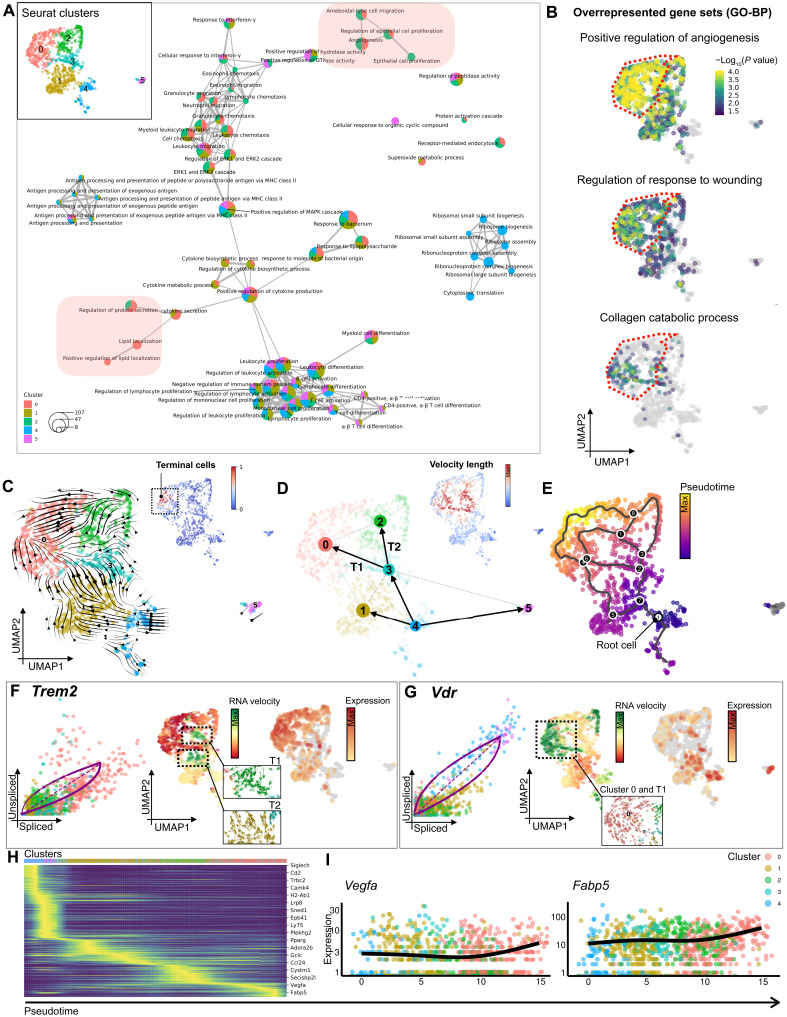
Trem2^+^ macrophages express proangiogenic and antifibrotic transcriptomic signatures. (**A)** Network diagram of enriched gene sets. (**B**) ORA of the indicated gene sets. (**C**) RNA velocities projected onto UMAP embedding. Inset: Terminal cell state within Seurat cluster 0. (**D**) Partition-based graph abstraction quantifies the connectivity of subpopulations; edge weights represent confidence in the presence of connections. T1 and T2: Trajectories leading from cluster 3 to clusters 0 and 2. Inset: Cells colored by length of the velocity vectors as correlate of the differentiation rate. (**E**) Cells colored by pseudotime. Black nodes represent the trajectory branch points; white node represents the root. (**F**) Left: Gene-resolved velocities for Trem2. Middle: Cells colored by RNA velocity; T1 and T2 highlighted by dotted lines; magnified images show velocity vectors of the trajectory cells. Right: Mature (spliced) mRNA expression of Trem2. (**G**) Left: Gene-resolved velocities for *Vdr.* Middle: Cells colored by RNA velocity; cluster 0 highlighted by dotted lines; magnified image shows velocity vectors of cluster 0 cells. Right: Mature (spliced) mRNA expression of *Vdr*. (**H**) Heatmap highlighting genes with high correlation with velocity pseudotime. (**I**) Expression of *Vegfa* and *Fabp5* along pseudotime. Cells are colored by Seurat cluster.

### VD receptor signaling drives transcriptional dynamics of macrophage differentiation

To investigate the transcriptional dynamics of macrophage differentiation, we performed RNA velocity analysis using scVelo (*34*). While comparison of mRNA abundance between cell clusters only captures a static snapshot, RNA velocity analysis predicts the future states of cellular subpopulations by integrating the relative abundance of nascent (unspliced) and mature (spliced) mRNA. Our analysis revealed a differentiation stream originating from cluster 4, which was identified as a root cluster, with a dual commitment toward DCs (cluster 5) and monocytes/macrophages (clusters 1 and 3), matching observations from our differential expression analysis (Fig. 4, C and D, and fig. S6, E to G). The highest differentiation rate, indicated by the velocity vector length (Fig. 4D, inset), was found along two major differentiation trajectories, T1 and T2, indicating that macrophage differentiation from the root cluster was driven along these paths toward the putative regenerative clusters 0 and 2 (Fig. 4D). The Trem2^+^ cells in cluster 0 were identified as the terminal differentiation state (Fig. 4C, inset) and also demonstrated the most advanced progression along pseudotime from the root cells in cluster 4 (Fig. 4E and fig. S6H) (*35*).

While cluster 0 showed the highest expression of mature, spliced Trem2 mRNA, a particularly strong expression of nascent, unspliced mRNA, characterized by positive velocities, was found along T1 and T2, indicating an induction of Trem2 mRNA transcription (Fig. 4F, the dotted line represents the estimated “steady-state” ratio of unspliced-to-spliced mRNA abundance). 

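RNA velocity needs counts of unspliced and spliced reads, which were not analysed here. Over all counted UMIs, the level of *Trem2* fell from the 0-like to the 2-like cells and further to 132.7 CPM (95% interval 99.4 to 173.6) in 3-like cells and 79.8 CPM (69.8 to 90.9) in 1-like cells. It was lowest in 4-like cells, with 15 UMIs and 14.1 CPM (7.90 to 23.3), and in 5-like cells, with 1 UMI. After thinning to 2000 UMIs, 24.4% of 197 2-like cells (18.5 to 31.0%), 20.6% of 68 3-like cells (11.7 to 32.1%), and 14.0% of 278 1-like cells (10.2 to 18.7%) had a *Trem2* UMI. Without thinning these shares were 63.3, 19.5, and 44.4%, at median depths of 11644, 1822, and 9675 UMIs.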

A strongly increased transcription rate for the VD receptor–encoding gene, *Vdr*, was found along T1 as well as in cluster 0, shown by an abundance of unspliced *Vdr* mRNA (Fig. 4G). This indicated that activation of the VD receptor potentially drives T1 and the differentiation of macrophages into the regenerative Trem2^+^ subpopulation. 

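Unspliced *Vdr* RNA was not analysed here. Over all counted UMIs, *Vdr* (ENSMUSG00000022479; chromosome 15 of GRCm38, 97854425 to 97910630, minus strand) had 135 UMIs in the 336 0-like cells, 20.5 CPM (95% interval 17.2 to 24.3). This was the lowest of the 6 groups, with a log2 ratio of -2.47 (-2.74 to -2.21) to the other cells of the subset. The level was 35.1 CPM (19.2 to 58.8) in 3-like cells, 51.4 (43.5 to 60.4) in 2-like cells, 98.55 (87.3 to 110.8) in 1-like cells, 291.8 (260.2 to 326.1) in 4-like cells, and 415 (357 to 480) in 5-like cells. With 2000 UMIs drawn per cell, 4.19% of 0-like cells (2.31 to 6.93%) had a *Vdr* UMI, compared with 5.085% of T cell-like cells (2.87 to 8.25%) and 0 of 139 fibroblast-like cells, which allows up to 2.62%. Before thinning the shares were 19.05%, 11.6%, and 12.9%, the last at a median depth of 25461 UMIs.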

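The pseudotime of the study was not rebuilt, so levels are given by group. *Lpl*, on chromosome 8 of GRCm38 from 68880491 to 68907448, had 816 CPM (95% interval 794 to 838) in 0-like cells, compared with 47.7 in the other cells of the subset, a log2 ratio of 4.10 (3.95 to 4.25). The next level was 265.5 CPM in 3-like cells. *Mfge8*, on chromosome 7 from 79133768 to 79149060, had 538.5 CPM (520.9 to 556.5) in 0-like cells, 44.9 in the others, and a log2 ratio of 3.59 (3.43 to 3.74). *Fabp5*, on chromosome 3 from 10012548 to 10016607, had 3534 CPM (3489 to 3580) and a log2 ratio of 1.01 (0.98 to 1.04), with a higher level, 5241 CPM, in the 5-like cells. *Vegfa*, on chromosome 17 from 46016993 to 46032369, had 409 CPM (394 to 425) in 0-like cells, 209 in the others, and a log2 ratio of 0.97 (0.88 to 1.06), and this ratio was -0.25 at resolution 0.8, where the name 0-like covered 99 cells.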

Other co-regulated genes (modules) with a high correlation with pseudotime along the main differentiation trajectories included *Lpl* (lipoprotein lipase), a central regulator of lipid metabolism; *Mfge8* [milk fat globule-EGF (epidermal growth factor) factor 8 protein], which diminishes tissue fibrosis and promotes angiogenesis in cutaneous wound healing (*36*, *37*); *Fabp5* (fatty acid–binding protein 5); and *Vegfa*. These genes are consistent with the transcriptional signature of Trem2^+^ lipid–associated macrophages and demonstrate their proangiogenic and antifibrotic phenotypes (Fig. 5, H and I).

**Fig. 5.**
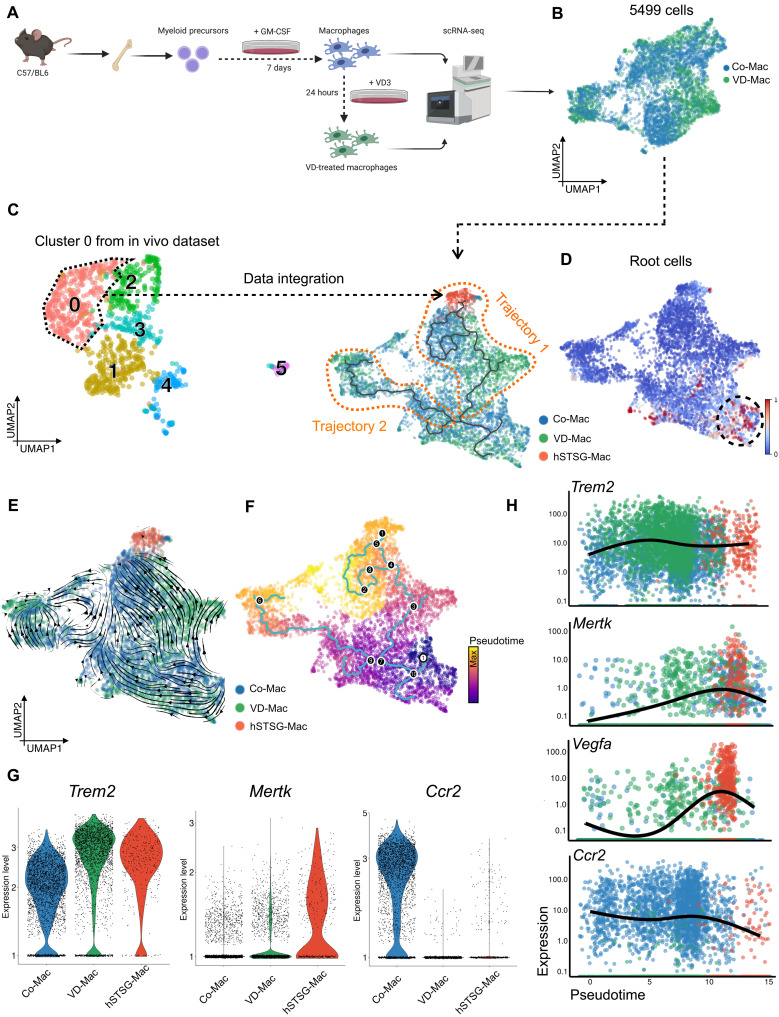
VD3 induces Trem2^+^ macrophage subpopulations in vitro. (**A**) Experimental workflow. BM was isolated from C57/BL6 mice, and cells were differentiated into “M1” macrophages for 7 days in the presence of granulocyte-macrophage colony-stimulating factor (GM-CSF) according to standard protocols (Materials and Methods). The differentiated cells were then either stimulated with 1,25-dihydroxycholecalciferol (active form of VD, VD3) for 24 hours or left untreated, and both populations were analyzed using scRNA-seq. (**B**) UMAP embedding of cells colored by group. Co-Mac, control macrophages; VD-Mac, VD3-treated macrophages. (**C**) Cells from cluster 0 from the in vivo monocyte lineage subset (Fig. 3E) were bioinformatically integrated with data from cultured macrophages. hSTSG-Mac, cluster 0 macrophages (Trem2^+^) from the in vivo dataset. Trajectories (highlighted by orange dotted lines) were determined using Monocle 3. (**D**) Root cells identified by RNA velocity analysis. (**E**) Main gene-averaged flow visualized by velocity streamlines and projected onto the UMAP embedding of the integrated dataset. (**F**) Cells colored by pseudotime using Monocle 3. Black nodes represent the branch points of the trajectories; white node represents the root node. (**G**) Violin plots showing *Trem2*, *Mertk*, and *Ccr2* expression. Cells are colored by experimental group. (**H**) Expression of *Trem2*, *Mertk*, *Vegfa*, and *Ccr2* along pseudotime. Cells are colored by experimental group.

### VD3 induces Trem2^+^ macrophage differentiation and clonal proliferation

To confirm that VD receptor signaling drives macrophage differentiation toward Trem2^+^ subpopulations, we analyzed the impact of 1,25-dihydroxycholecalciferol (active form of VD, VD3) on the transcriptional signatures of macrophages in vitro. BM cells were isolated from WT mice, differentiated into proinflammatory “M1” macrophages according to standard culture protocols (*38*), and either stimulated with VD3 for 24 hours or left untreated. 

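Bone marrow cells of C57/BL6 mice were grown for 7 days with GM-CSF at 200 U/ml, a growth factor that drives them toward macrophages and dendritic cells, and then left untreated (Co-Mac) or given 1 μM of 1,25-dihydroxycholecalciferol for 24 hours (VD-Mac). Each condition was sequenced as 1 library, so cells are the only repeats, and no test was made. The authors deposited raw UMI counts for the same mouse genes, in 7866 barcodes with 136905324 UMIs for Co-Mac and 9794 barcodes with 124731240 UMIs for VD-Mac. With the cell filter of the methods, 7257 Co-Mac cells (92.3%) and 8825 VD-Mac cells (90.1%) were kept, with medians of 15804 and 12089 UMIs per cell. The limit of 10% mitochondrial UMIs removed 604 and 960 barcodes. With a limit of 5%, 3125 and 3619 cells were kept. Levels are CPM over all kept cells of a library, with exact Poisson intervals, and ratios carry exact conditional binomial intervals, all for counting error only. At this depth the intervals are narrow, and they leave out any difference between cultures of the same condition. Scrublet called 1 Co-Mac and 0 VD-Mac cells as doublets at its automatic threshold, compared with expected rates of 6.29 and 7.835%, so its calls were not relied on, and doublets were kept.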

The gene expression profiles of both populations were analyzed by scRNA-seq (Fig. 5, A and B). VD3-treated cells showed a notable induction of *Vdr* (VD receptor) and *Cyp24a1* (encoding for VD3 24-hydroxylase, which catalyzes VD3 turnover), confirming a strong transcriptional response to VD3 treatment (fig. S7A). 

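*Vdr* had 51.1 CPM (95% interval 49.9 to 52.4) in Co-Mac and 134.7 (132.6 to 136.9) in VD-Mac, a log2 ratio of 1.40 (1.36 to 1.44). *Cyp24a1* (ENSMUSG00000038567) lies on chromosome 2 of GRCm38 from 170482708 to 170497145 on the minus strand. It had 1 UMI in Co-Mac and 36662 in VD-Mac, or 314.8 CPM (311.6 to 318.0), a log2 ratio of 15.35 with an interval from 12.87 to 20.65. Across 7732 genes with at least 10 CPM in the higher library, 167 were at least 2-fold higher in VD-Mac and 358 at least 2-fold lower, and the median log2 ratio of all these genes was -0.10. With mitochondrial and ribosomal protein genes left out of the totals these counts were 231 and 324. Among genes with at least 50 CPM in the higher library the counts were 75 and 140. In the latter set, the largest increases after that of *Cyp24a1* were those of *Gdf15* (log2 ratio 5.17), *Ifitm6* (4.44), *Hbegf* (4.10), *Asb2* (3.49), *Pdgfa* (3.24), *Ifitm3* (2.56), *Olfr920* (2.54), *4931406C07Rik*, and *Smox* (2.41). Among the largest decreases were those of *Ccr2*, *Ccdc80* (-4.68), *Asgr2* (-4.56), *Cdh1* (-4.34), *Mmp12* (-4.16), *Kcnn4* (-3.90), *Mgl2* (-3.81), *Cd200r4* (-3.75), and *F7* (-3.34). *Ifitm3* and *Ifitm6* belong to a family of similar genes, and *Olfr920* to a large one, so their levels are uncertain where reads were shared.

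**Figure D2:**
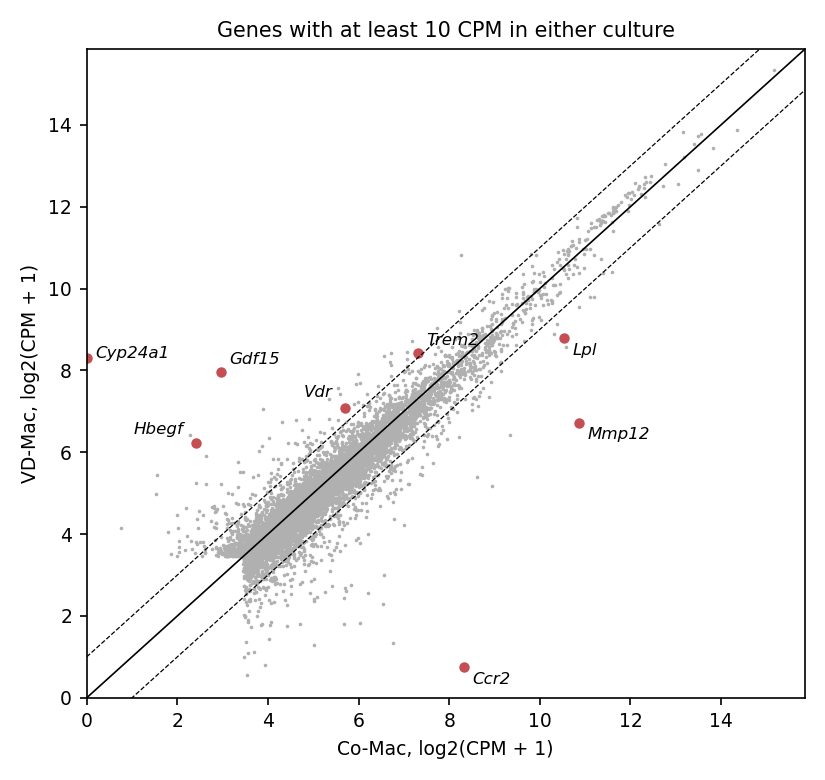
Each point is a gene with at least 10 CPM in either library, with log2(CPM + 1) in Co-Mac on the horizontal axis and in VD-Mac on the vertical axis; dashed lines mark a 2-fold difference of CPM + 1 and the solid line equal values. *Cyp24a1* lies at 0 for Co-Mac, *Gdf15*, *Hbegf*, *Vdr*, and *Trem2* lie above the upper dashed line, and *Ccr2*, *Mmp12*, and *Lpl* below the lower one.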

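*Trem2* had 156.8 CPM (95% interval 154.7 to 158.9) in Co-Mac and 343 CPM (339.8 to 346.5) in VD-Mac, a log2 ratio of 1.13 (1.11 to 1.15). With a limit of 5% mitochondrial UMIs the ratio was 0.73 (0.67 to 0.79). The in vivo 0-like cells, whose level is given with the markers of cluster 0, lay above both, and the log2 ratio of VD-Mac to 0-like cells was -0.89 (-0.94 to -0.84). After each cell was thinned to 2000 UMIs, a *Trem2* UMI was found in 19.45% of 6785 Co-Mac cells (18.5 to 20.4%), 31.8% of 7676 VD-Mac cells (30.8 to 32.9%), and 60.2% of 334 0-like cells (54.7 to 65.5%), the last in a random draw separate from that used for the subset groups. Without thinning the shares were 49.9, 52.25, and 93.8%, and thinning left out 472, 1149, and 2 cells. The mean of the cells' UMIs per 10000 gave a log2 ratio of -0.94 between VD-Mac and 0-like cells, and cells with at least 1 UMI of *Trem2*, a choice made after the values were seen, gave -0.41 (-0.46 to -0.36). The 2179 VD-Mac cells of macrophage-like integrated clusters, also chosen after the values were seen, had 643.8 CPM, and their ratio to 0-like cells of 0.02 (-0.03 to 0.06) spans 0. This pools unlike clusters, since VD-Mac cells had 805.3 CPM in cluster 4, 665.8 in cluster 2, which is led by cell cycle genes, and 339.6 in cluster 7, which holds 228 of the 336 0-like cells. Against all macrophage-like hSTSG cells, at 407 CPM, the ratio was -0.25 (-0.29 to -0.20). The cultured and in vivo cells come from separate libraries of different tissue preparation, so library and source cannot be told apart in these comparisons.

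**Figure D3:**
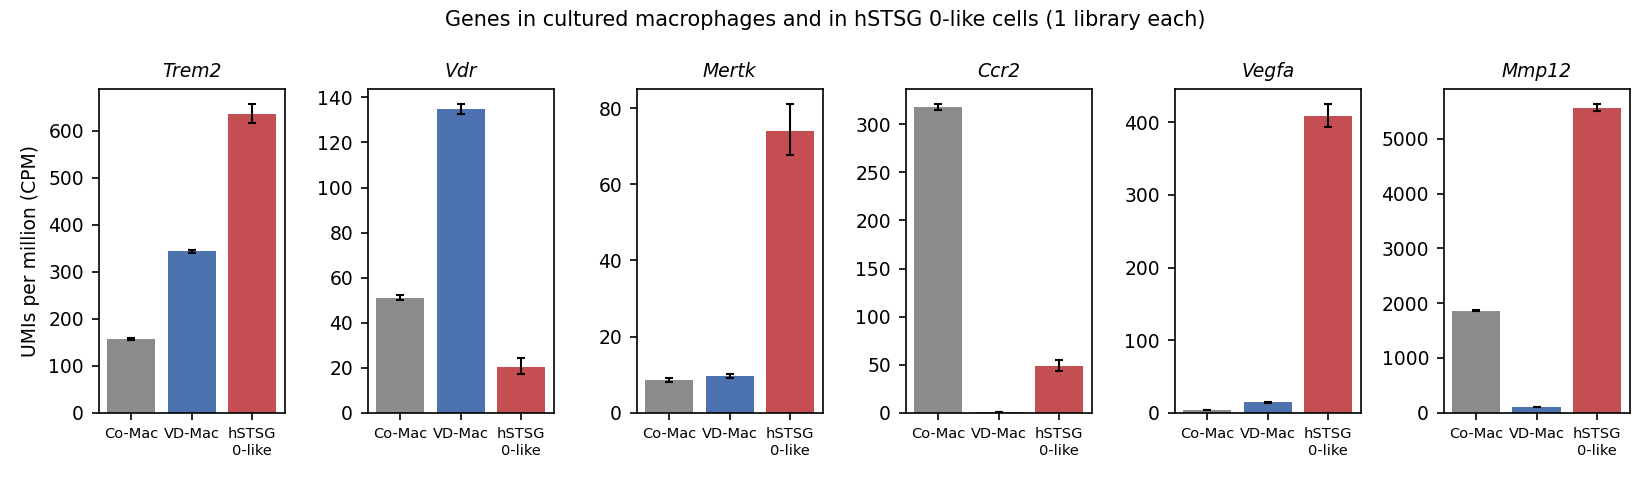
Bars give CPM of 6 genes in Co-Mac, VD-Mac, and hSTSG 0-like cells, 1 library each, and lines give exact Poisson 95% intervals, which cover counting error only. Each panel has its own linear axis from 0. *Trem2* rises from 156.8 to 343 CPM in culture and stands at 636 CPM in 0-like cells, *Vdr* is lowest in 0-like cells, and *Mmp12* is lowest in VD-Mac.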

To relate these gene expression patterns to the Trem2^+^ macrophages from our in vivo dataset (cluster 0; Fig. 3E), we integrated both datasets (Fig. 5C and fig. S7B) (*39*) and observed that Trem2 expression in cultured macrophages treated with VD3 even exceeded in vivo levels, confirming our hypothesis that VD3 induces Trem2^+^ macrophage subpopulations (Fig. 5G). RNA velocity and pseudotime analysis identified an upward trajectory mainly containing VD3-treated cells (trajectory 1; Fig. 5, D to F) and driven toward the in vivo Trem2^+^ macrophages (cluster i6 in integrated UMAP embedding; fig. S7B). This trajectory could represent the VD signaling–dependent trajectory leading to Trem2^+^ macrophage differentiation and was characterized by increasing *Mertk* and *Vegfa* with decreasing *Ccr2* expression, further confirming transcriptional programs observed in vivo (Fig. 5, G and H).

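RNA velocity and Monocle 3 were not rerun, and the trajectories were not rebuilt. The 16082 cultured cells and the 336 0-like cells were integrated with Seurat anchors, with the genes named by the paper and those of the lists used here left out of the integration features. Of the cultured cells, 54.9% were VD-Mac. In the 12 clusters the VD-Mac share of cultured cells ran from 43.8% (95% interval 41.7 to 46.0%) to 72.3% (70.3 to 74.2%). Integrated cluster 7 held 228 of the 336 0-like cells (67.9%), and 53.6% of its 651 cultured cells (49.7 to 57.5%) were VD-Mac, within counting error of the overall share. Among the 15 nearest cultured cells of each 0-like cell, 32.8% were VD-Mac on average, and for 81 of the 336 0-like cells (24.1%) most of them were. Without integration, most of the larger clusters came almost entirely from a single library, with VD-Mac shares from 0.194% to 99.9%, and 333 of the 0-like cells formed a cluster with 1 cultured cell. The integration itself therefore sets how cultured and in vivo cells mix, and a share within it compares 2 cultures only.

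**Figure D4:**
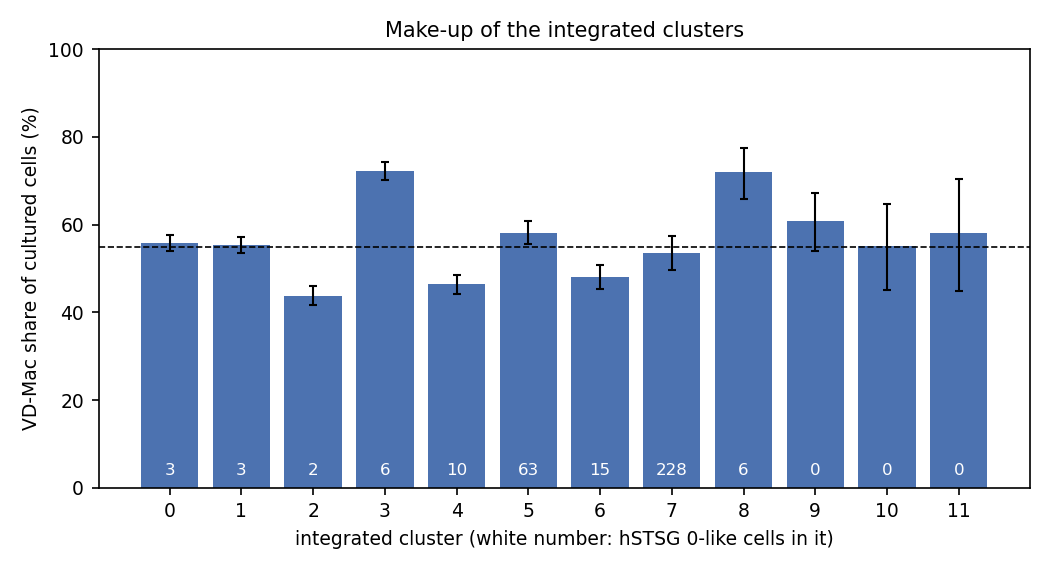
Bars give the VD-Mac share of the cultured cells in each of the 12 integrated clusters, with exact binomial 95% intervals for counting error, and the dashed line the overall share of 54.9%. White numbers count the 0-like cells in each cluster, 228 of which lie in cluster 7, while clusters 3 and 8 have the highest VD-Mac shares.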

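*Mertk* had 8.53 CPM (95% interval 8.04 to 9.04) in Co-Mac and 9.65 (9.10 to 10.2) in VD-Mac, a log2 ratio of 0.18 (0.06 to 0.30), and with a limit of 5% mitochondrial UMIs the ratio was -0.31 (-0.70 to 0.07). Within the integrated clusters 2, 4, and 7, all macrophage-like by name but the first led by cell cycle genes, *Mertk* was higher in VD-Mac. The log2 ratios were 0.65 (0.44 to 0.86), 0.68 (0.48 to 0.88), and 0.565 (0.17 to 0.97). In the DC-like cluster 0 it was lower, at -0.60 (-0.91 to -0.28). In clusters 1 and 6 the ratios of -0.32 (-1.35 to 0.70) and -0.41 (-1.22 to 0.36) spanned 0. After thinning to 2000 UMIs, 1.385% of Co-Mac cells (1.12 to 1.69%) and 1.394% of VD-Mac cells (1.14 to 1.68%) had a *Mertk* UMI. *Vegfa* rose from 3.64 CPM (3.33 to 3.98) to 14.4 (13.8 to 15.1), a log2 ratio of 1.99 (1.84 to 2.14). The in vivo 0-like cells had higher levels than VD-Mac of both, with log2 ratios of VD-Mac to 0-like cells of -2.94 for *Mertk* and -4.82 for *Vegfa*. *Ccr2*, on chromosome 9 of GRCm38 from 124101950 to 124113557, fell from 317.7 CPM (314.6 to 320.7) to 0.687 (0.545 to 0.855), a log2 ratio of -8.85 (-9.19 to -8.54), compared with 49.0 CPM in 0-like cells. After thinning to 2000 UMIs, 24.44% of Co-Mac and 0.130% of VD-Mac cells had a *Ccr2* UMI, and before thinning 39.3% and 0.703%. For the wider program of the 0-like cells, the 50 genes with the largest ratio in 0-like over the other cells of the subset were taken, with *Trem2* left out. Of the 49 that were expressed in the cultures, 9 were higher and 40 lower in VD-Mac. Their median log2 ratio of -1.14 was below all 10000 random lists matched on mean expression, whose central 95% ran from -0.21 to 0.05. With the 100 leading genes the median was -0.51. From *Trem2* levels above those in vivo, the paper concludes that VD3 induces Trem2+ macrophages, and from RNA velocity and pseudotime, where a trajectory of mostly VD3-treated cells led to the in vivo cells, it proposes that this could be the path that depends on VD. The course of *Mertk*, *Vegfa*, and *Ccr2* describes that trajectory.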

We next sought to investigate the effect of VD on myeloid cell proliferation during skin regeneration. We created stented full-thickness excisional wounds on the dorsum of Brainbow2.1-LyzMcre mice, in which *Cre* expression is driven by the myeloid cell–specific *Lyz2* promotor and results in an irreversible recombination of the reporter locus, leading to stochastic expression of one of four fluorescent proteins [GFP, YFP (yellow fluorescent protein), RFP (red fluorescent protein), and CFP (cyan fluorescent protein)] (Fig. 6A and fig. S8, A and B). Following daily VD3 injection into the wound bed, myeloid cells proliferated in a linear, polyclonal manner within the wound and generated a significantly higher number of clones compared to control wounds injected with a vehicle control [0.9% ethanol in phosphate-buffered saline (PBS)] and unwounded skin (one-way ANOVA: ***P = 0.0001 versus control wound and ***P = 0.0002 versus unwounded skin) (Fig. 6, B to E, and fig. S8C). Together, these findings show that VD signaling drives both myeloid differentiation into Trem2^+^ phenotypes and clonal myeloid cell proliferation during wound repair.

**Fig. 6.**
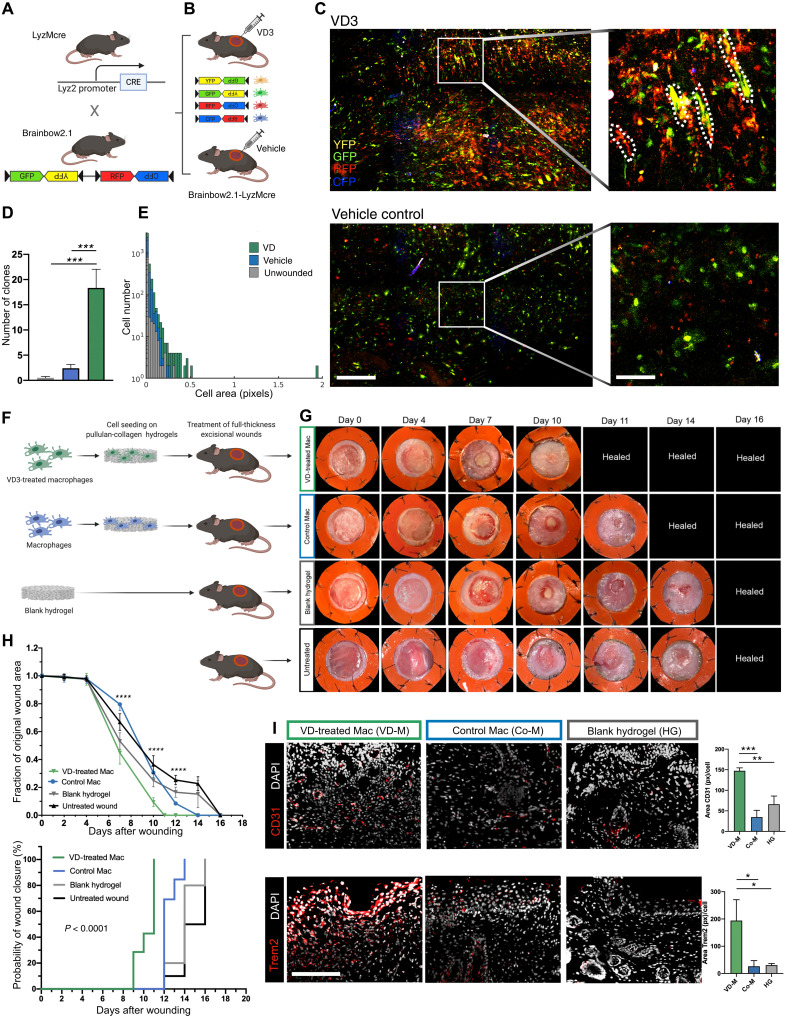
Trem2^+^ macrophage subpopulations accelerate healing of murine full-thickness excisional wounds. (**A**) Breeding schematic for Brainbow2.1-LyzMcre mice. (**B**) Excisional wounds in Brainbow2.1-LyzMcre mice were injected with either 1,25-dihydroxyvitamin D3 (VD3) or a vehicle control (0.9% ethanol in PBS) (*n* = 4 per group). (**C**) Confocal microscopy of the wound bed after VD3 injection (top) and vehicle control (bottom). Scale bars: 100 μm in overview and 20 μm in magnified images. (**D**) Number of clones in wound bed after VD3 injection compared to vehicle injection or unwounded skin. (**E**) Myeloid cell clones within wound beds injected with VD3 showed a higher cell area compared to wounds injected with vehicle control or unwounded skin. (**F**) Schematic of cell seeding experiments (*n* = 5 per group). (**G** and **H**) VD3-treated macrophages significantly accelerated wound healing and led to a significantly reduced wound area at D7, D10, and D12 after wounding compared to control macrophages, untreated hydrogels, and no treatment. (**I**) Immunofluorescent staining of sections from healed wounds from mice treated with VD3-stimulated macrophages (VD-M; explanted on D16 after wounding) showed a significantly higher vascularization and Trem2 expression compared to wounds seeded with control macrophages (Co-M) or blank hydrogels (HG). Scale bar, 200 μm.

### Trem2^+^ macrophage subpopulations accelerate healing of murine full-thickness excisional wounds

To apply these findings toward clinically translatable outcomes, we investigated the capacity of VD3-induced Trem2^+^ macrophages to promote wound healing in vivo. We delivered BM-derived macrophages to stented full-thickness excisional wounds on WT mice using a soft pullulan-collagen hydrogel, previously developed by our group to effectively deliver cell therapies in both small- and large-animal wound models (*40*–*42*). Wounds were either left untreated, treated with blank hydrogels (HG), or treated with hydrogels seeded with VD3-stimulated macrophages (VD-M) or untreated control macrophages (Co-M) (Fig. 6F). VD-M significantly accelerated wound healing and led to a reduced wound area after D7 compared to all other groups (two-way ANOVA: D7 and D10: ****P = 0.0001 versus Co-M, HG, and no treatment; D12: ****P = 0.0001 versus Co-M and no treatment and *P = 0.02 versus HG). Wounds treated with VD-M fully healed by D11, whereas Co-M wounds healed by D14 and HG treated wounds as well as untreated wounds healed by D16 (Fig. 6, G and H). Healed wounds treated with VD-M and explanted on D16 showed significantly higher vascularization (CD31 area in pixels per cell: one-way ANOVA: ***P = 0.0002 for VD-M versus Co-M and **P = 0.002 for VD-M versus HG) and Trem2 expression compared to tissue from both Co-M– and HG-treated wounds. Furthermore, we found that healed wounds treated with VD-M showed a significantly decreased collagen fiber alignment compared to Co-M– and HG-treated wounds. These findings confirmed that Trem2^+^ macrophages induced by VD3 promote angiogenesis, accelerate wound healing, and decrease tissue fibrosis during wound repair (Fig. 6I and fig. S9).

To further confirm that Trem2 is responsible for restoring a physiologic collagen architecture after hSTSG implantation, we investigated how deletion of Trem2 would affect tissue fibrosis after implantation of hSTSGs. hSTSGs were subcutaneously implanted into homozygous Trem2 knockout (KO) mice for 28 days, and the collagen fiber alignment of the explanted xenograft tissue was analyzed and compared to findings from WT mice (Fig. 1D). Confirming our findings, deletion of Trem2 resulted in significantly higher fiber alignment in the grafts (fig. S10), demonstrating that Trem2 is an essential mediator of regenerative healing that is necessary to prevent fibrosis after xenogeneic skin graft implantation and during healing.

## DISCUSSION

The innate immune system plays a critical role in the response to traumatic injury by clearing damaged cells and initiating the tissue repair process, which usually results in scar formation (*43*–*45*). Macrophages are a central component of the innate immune response and are critically involved in all phases of the injury response, from initial inflammation to tissue remodeling. Previous studies have investigated the innate immune response to foreign antigens as a first-line defense mechanism contributing to inflammation and graft rejection (*46*, *47*). Accordingly, the beneficial effects of xenogeneic and allogeneic grafts on wound healing have so far been primarily attributed to their structural matrix component and not to cellular elements within the grafts (*2*–*4*). Our findings indicate that xenogeneic cells within transplanted grafts tune the innate immune response and induce reparative myeloid cells, leading to a beneficial remodeling of their collagenous matrix and surrounding host tissue that improves wound healing.

Using scRNA-seq, we showed that xenogeneic skin grafts induce myeloid cell differentiation toward reparative Trem2^+^ subpopulations. Trem2 is a transmembrane receptor of the immunoglobulin family, which binds anionic ligands such as phospholipids, sulfatides, and DNA. The disruption of cell membranes due to traumatic injury or apoptosis leads to an increase in free DNA and extracellular exposure of phospholipids, which could serve as a trigger for Trem2 receptor-ligand interactions (*48*). Using qPCR of primate-specific DNA elements, we show that human cells within implanted xenogeneic grafts are cleared by the host over time. It seems likely that the resulting abundance of free foreign cellular elements provides a strong stimulus for macrophage differentiation into reparative Trem2^+^ phenotypes. The beneficial impact of local xenogeneic cell application via hSTSGs on wound healing is in line with our previous work, showing that systemic infusion of human MSCs (mesenchymal stromal cells) promotes murine wound healing and macrophage polarization toward regenerative phenotypes within the wound (*49*). The observed regenerative effects resulting from degrading xenogeneic cells may be unique to skin transplantation and not translatable to xenotransplantation of other organs, which require long-term viability of donor cells to ensure functional organ integrity.

Multiple studies have reported on the anti-inflammatory properties of VD and its beneficial effect on wound healing (*50*, *51*), and Vdr-KO models have highlighted the importance of VD on macrophage biology (*52*). However, the role of VD on subsequent macrophage differentiation has remained incompletely understood. Previous studies have identified a connection between VD signaling and Trem2 expression in keratinocytes and myeloid cells of bronchoalveolar lavage fluid (*53*, *54*). Building upon those studies, our findings establish a direct relationship between VD and Trem2 signaling with translational applications. We show that VD3 may be used to induce regenerative Trem2^+^ macrophages in vitro. Future clinicians could use these techniques to easily induce reparative cell types for cell delivery to mediate antifibrotic effects during wound healing.

Trem2^+^ macrophages have previously been shown to be involved in lipid metabolism and the regulation of hair follicle stem cell activity, pointing to an important role in skin regeneration (*55*). Moreover, the regenerative action of Trem2^+^ macrophages has been previously corroborated in other organ systems, such as during colonic mucosal healing or liver regeneration where Trem2^+^ macrophages promote regenerative endothelial cell differentiation (*56*, *57*). Variants in the Trem2 locus are associated with early-onset Alzheimer’s disease in humans, related to a reduced clearance of extracellular amyloid β–containing plaques due to an impaired function of microglia within the brain (*58*, *59*). In mouse models of Alzheimer’s disease, enhancement of Trem2 signaling using agonistic antibodies has recently shown beneficial effects on cognitive function through attenuation of neuroinflammation and improved plaque clearance within the brain (*60*, *61*). The accelerated healing rates after enrichment of the wound bed with Trem2^+^ macrophages that we observed in our study might be due to a more efficient phagocytosis of dead cells and debris within the wound. Moreover, proangiogenic growth factors secreted by Trem2^+^ macrophages may improve vascularization and oxygen supply required for wound healing.

A limitation of our study is related to the fact that rodent models do not exactly recapitulate human wound healing; therefore, future studies are needed to validate our findings in porcine wound models, which more closely mimic human biomechanics and skin physiology (*42*, *62*, *63*). While our study demonstrates a strong regenerative effect of Trem2^+^ macrophages on wound healing, we have investigated only one dosing regimen of 500,000 cells applied weekly to the wound bed. Future studies investigating different dosages and dosing intervals are needed to maximize the therapeutic potential of our novel cell-based therapy for wound healing before clinical translation can be achieved.

Our study uncovers the molecular background driving the long observed beneficial effects of unmatched skin transplantation on wound healing. We demonstrate the preclinical therapeutic potential of Trem2^+^ macrophages to mitigate fibrosis and promote wound healing. We show that regenerative Trem2^+^ macrophages can be externally derived from BM cells in vitro using VD3 and then exogenously applied to wounds as a cell-based therapy.

Our approach to induce Trem2^+^ macrophages and deliver them to the wound bed using hydrogels provides a novel, effective strategy with a high potential for clinical translation. In the clinic, myeloid cells can be readily obtained in high quantities from the peripheral blood using clinically established cell apheresis and culture protocols (*64*), stimulated to differentiate into Trem2 phenotypes with VD3, and easily integrated with the current standard of care to improve wound healing after injury.

## MATERIALS AND METHODS

### Study design

The goal of our study was to investigate the impact of clinically used human biologic scaffolds on the innate immune response and soft tissue remodeling in a murine model over time. We chose a murine subcutaneous implantation model as this allowed us to interrogate the host response and specific microenvironment created by the implanted xenografts in a protected space without any potential external influence. scRNA-seq was used to investigate the subpopulations of myeloid cells emerging after hSTSG implantation and the molecular mechanisms driving their differentiation. To confirm subpopulation-defining markers on the protein level, we used flow cytometry on cells isolated from a repeated group of mice. The impact of VD signaling on clonal proliferation of myeloid cells during wound repair was confirmed using myeloid cell–specific Cre-mediated recombination in a multicolor reporter mouse model. To translate our findings for potential clinical applications, we developed an approach for induction of regenerative Trem2^+^ macrophages in vitro by treating BM-derived macrophages with VD3 and seeded these cells on collagen-pullulan hydrogels. We have previously demonstrated that this technique preserves cell viability and enables efficient cell delivery to wounds (*41*). The capacity of Trem2^+^ macrophages to improve wound healing was investigated in a splinted full-thickness excisional wound model that limits the contraction of the murine panniculus carnosus muscle to recapitulate human physiological wound healing and allows murine wounds to heal by granulation tissue formation and re-epithelialization (*63*).

### Animals

All experiments were performed in accordance with Stanford University Institutional Animal Care and Use Committees and the National Institutes of Health (NIH) *Guide for the Care and Use of Laboratory Animals*. The study was approved by the Administrative Panel on Laboratory Animal Care (APLAC) at Stanford University (APLAC protocol number: 12080). The following mouse strains were obtained from the Jackson Laboratory (Bar Harbor, ME): C57BL/6J (WT), C57BL/6-Tg(CAG-EGFP)1Osb/J, Lyz2^tm1(cre)Ifo^/J (LyzMcre), R26R-Brainbow2.1, and C57BL/6J-*Trem2^em2Adiuj^*/J (Trem2 KO mice). To breed Brainbow2.1-LyzMcre mice, LyzMcre mice, which express Cre recombinase specifically in myeloid cells, were crossed with mice expressing a floxed transgenic four-color reporter construct (Brainbow2.1) at the *Rosa26* locus (R26R-Brainbow2.1). All animal surgeries were performed under inhalation anesthesia with isoflurane (Henry Schein Animal Health) at a concentration of 1 to 2% in oxygen at 3 liters/min. The mice were placed in prone position, and dorsal fur was shaved. Skin was disinfected with betadine solution followed by 70% ethanol three times.

### Xenograft implantation model

For implantation of hSTSGs and ADM, incisions of 1 cm were created on the dorsa of C57BL/6J (WT) mice (Jackson Laboratory, Bar Harbor, ME), and subcutaneous pockets were created by sharp dissection above the muscle fascia. hSTSGs (TheraSkin, Misonix Inc., Farmingdale, NY) and ADM (AlloDerm, Allergan, Dublin, Ireland) were cut into 1 cm by 1 cm pieces and placed into the pockets, which were closed with 6-0 nylon sutures (Ethilon, Ethicon, Somerville, NJ). Sham surgeries were performed by creating pockets without graft implantation on a separate group of mice (*n* = 6) as controls. The grafts and overlaying murine skin were explanted after 1, 3, 7, 14, and 28 days and processed for analysis (*n* = 6 to 8 per each group for ADM, hSTSG, and sham surgeries).

### Parabiosis

Parabiosis was performed as previously described (*65*). Briefly, the corresponding flanks of GFP^+^ [C57BL/6-Tg(CAG-EGFP)1Osb/J] and C57BL6/J mice (WT) were shaved and disinfected with Betadine solution and 70% ethanol three times. Matching skin incisions were made from the olecranon to the knee joint of each mouse. The skin edges were undermined to create skin flaps of 1 cm width. The 6-0 nylon sutures (Ethilon) were used to approximate the dorsal and ventral edges of the skin flaps, and skin staples were used to close the longitudinal incisions. Buprenorphine was used for analgesia by subcutaneous injection every 8 to 12 hours for 48 hours after operation. Mice were monitored daily until the end of the experiment. After 14 days, peripheral blood chimerism was confirmed using fluorescent microscopy of the tail vein blood, before subcutaneous implantation of the grafts into the WT mice as described above. The grafts and the overlaying murine dermis were explanted from the parabiosed mice 14 days after implantation (*n* = 5 per group).

### Splinted excisional wound model

Splinted full-thickness excisional wounds were created as previously described by Galiano *et al*. (*63*). In this model, a silicone ring is sutured around the wound margin to stent the skin, mimicking human physiological wound healing by limiting the contraction of the murine panniculus carnosus muscle and allowing the wounds to heal by granulation tissue formation and re-epithelialization (*63*). Two full-thickness dermal wounds of 6 mm diameter were created on the dorsum of each mouse (C57BL/6J) using biopsy punches. A silicone ring was fixed to the dorsal skin using an adhesive glue (Vetbond, 3M, Saint Paul, MN) and eight interrupted 6-0 nylon sutures placed around the outer edge of the ring to prevent wound contraction. The wounds were treated with collagen-pullulan hydrogels or left untreated and covered with sterile dressings. Digital photographs were taken at the time of surgery and during every dressing change until the time of wound closure. For the hydrogel treatment study, wounds were harvested on D16 after wounding, when the wounds in all groups had healed.

Wounds in Brainbow2.1-LyzM-Cre mice were injected daily with either 100 ng of 1,25-dihydroxyvitamin D3 (dissolved in ethanol and further diluted to 0.9% in PBS) or a vehicle control (0.9% ethanol in PBS). Wounds were harvested on D5 for analysis of clonal macrophage proliferation (*n* = 5 per group).

### Histologic analysis of collagen content

Explanted tissue was fixed in 4% paraformaldehyde in PBS for 24 hours. For Masson’s trichrome staining, tissue was dehydrated in a graded ethanol series and embedded into paraffin. Tissue sections were deparaffinized and rehydrated through graded ethanol series. Masson’s trichrome staining (Sigma-Aldrich) was performed according to the manufacturer’s recommendations and imaged using bright-field microscopy. We then implemented an algorithm in MATLAB to automatically deconvolve the color information of each trichrome image (*66*). We determined a color matrix based on the stain-specific RGB light absorption of these samples

$$C=[\begin{array}{ccc} 0.7995107 & 0.5914 & 0.1053\\ 0.1000 & 0.7374 & 0.6680\\ 0.5923 & 0.3264 & 0.7366 \end{array}]$$

The top two rows correspond to stain-specific RGB values of trichrome red and blue, respectively, and the columns represent the normalized vector values in the red, green, and blue channels. This algorithm allows for a robust and flexible method for objective immunohistochemical analysis of samples stained with up to three different colors.

### Immunofluorescent staining and confocal laser scanning microscopy

After fixation, the tissue was dehydrated in 30% sucrose in PBS for at least 48 hours at 4°C. Tissue was then incubated in optimal cutting temperature compound (O.C.T., TissueTek, Sakura Finetek, Torrance, CA) for 24 hours at 4°C and then cryo-embedded in tissue molds on dry ice. Frozen sections were performed at 7 μm thickness on a cryostat. Antigen retrieval was performed using 0.01 M sodium citrate buffer in PBS (Abcam, Cambridge, MA), followed by blocking for 2 hours in 5% goat serum (Invitrogen, Waltham, MA) in PBS. Sections were then incubated in anti-F4/80 antibody (ab6640, Abcam), anti-CD31 antibody (ab28364, Abcam), anti-MMP13 antibody (ab39012, Abcam), or anti-VEGFA antibody (PA1-21796, Thermo Fisher Scientific) overnight at 4°C. Secondary antibodies were applied for 1 hour at room temperature [Goat anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor Plus 488; Goat anti-Rat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 647; Goat anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor Plus 647]. Imaging was performed on a Zeiss LSM 880 confocal laser scanning microscope at the Cell Sciences Imaging Facility at Stanford University. To obtain high-resolution images of tissue samples, multiple images of ×25 magnification were acquired using automatic tile scanning. Individual images were stitched together during acquisition using the ZEN Black software (Zeiss, Oberkochen, Germany).

### Quantification of immunofluorescent staining

Immunofluorescent staining was quantified using a code written in MATLAB adapted from previous image analysis studies by one of the authors (K.C.) (*67*). Briefly, confocal images were separated into their RGB channels and converted to binary to determine the area covered by each color channel. 4′,6-Diamidino-2-phenylindole (DAPI) stain, corresponding to the blue channel, was converted to binary using imbinarize and an image-specific, automated threshold determined from the function graythresh to optimize the number of DAPI cells counted within the image. For the red and green channels, which corresponded to the actual protein stains, we converted these images to binary with a consistent threshold of ~0.3 for all images of the same stain. This consistent threshold insured that our automated quantification of the stain area would be unbiased. The area of red and green stains was then normalized by dividing by the number of cells, which we calculated as the number of DAPI nuclei above size threshold of 15 pixels.

To quantify GFP^+^ cells in histologic images, each GFP^+^ signal is analyzed and counted from separate objects (cells) in MATLAB using the bwlabeln and regionprops functions as previously published by the authors (*67*). Briefly, we converted the immunofluorescent images into binary images and then counted the number of separate blue (DAPI) and green (GFP^+^) objects to determine the relative number of GFP^+^ cells normalized to all (DAPI-positive) cells (relative cell count).

For clonal analysis, a size of 2000 pixels was chosen to delineate between either singular cells or clones. This threshold was chosen by visually inspecting images and counting an average size of inspected clones.

### Quantification of collagen fiber architecture

Analysis of fiber alignment of the murine dermis from the sham surgery group as well as the ADM and hSTSG grafts was performed on images (×25 magnification) of Masson’s trichrome–stained tissue sections. Collagen fiber quantification was performed using CT-FIRE and CurveAlign, an open-source software package for automatic segmentation and quantification of individual collagen fiber (http://loci.wisc.edu/software/ctfire) (*17*). Briefly, CurveAlign quantifies all fiber angles and strength of alignment within an image, while CT-FIRE analyzes individual fiber metrics such as length, width, angle, and curvature. It can also extract other variables such as localized fiber density and the spatial relationship between fiber and the associated boundary. The average fiber parameters for each mouse were used for statistical analysis. Statistical analysis was performed in Prism8 (GraphPad, San Diego, CA) using Student’s *t* test or one-way ANOVA with Tukey’s multiple comparisons test. The Rayleigh test was used to assess the circular distribution of the calculated vectors of alignment. Data are presented as means ± SEM. *P* values < 0.05 were considered statistically significant.

PCA was performed on all output parameters of CT-FIRE and CurveAlign (overall alignment, nearest neighbor alignment, nearest fiber distance, fiber width, and fiber length) with centering to mean zero and scaling to unit variance using the prcomp function in R. Plots were generated with 95% confidence intervals using the ggbiplot and pca3d packages.

### Flow cytometry

Analysis of murine cells isolated from explanted grafts was performed according to published protocols for flow cytometry on murine tissue (*68*). Briefly, hSTSGs and ADM were explanted on D14 from the parabiosis and nonparabiosis implantation models and then microdissected and incubated in serum-free Dulbecco’s modified Eagle’s medium with 240 U of collagenase IV per milliliter for 1 hour at 37°C in a rotating oven. Digested tissue was filtered, centrifuged, and stained with BV711 rat anti-mouse Mer antibody, phycoerythrin (PE)/Cy7 rat anti-mouse CD86 antibody, PE rat anti-mouse CD163 antibody, BV605 rat anti-mouse CD209a antibody, and allophycocyanin (APC) rat anti-mouse F4/80 antibody (BioLegend, San Diego, CA). DAPI was used to stain dead cells. Flow cytometry was performed on BD FACSAria (Becton Dickinson, San Jose, CA), and data were analyzed using FlowJo (Becton Dickinson, San Jose, CA).

### Real-time qPCR

Alu-qPCR was performed using a protocol and primers (101 forward and 206 reverse) previously developed by Funakoshi *et al.* (*23*). The total reaction volume was 20 μl and contained 10 μl of TaqMan Universal Master Mix II, no UNG (uracil-N-glycoslyase) (Thermo Fisher Scientific), 0.2 μM forward and reverse primers, 0.25 μM hydrolysis probe, and the appropriate amount of genomic DNA (40 ng per reaction) on an Applied Biosystems 7900 instrument (Thermo Fisher Scientific). qPCR conditions were 1 cycle of 95°C for 10 min, followed by 50 cycles of 95°C for 15 s, 56°C for 30 s, and 72°C for 30 s. All samples were run as triplicates. β-Actin was used as a reference gene. Fold changes were calculated using the 2^−ΔΔ^ method (*69*). qPCR for genotype confirmation of transgenic Brainbow2.1-Lyz2M-Cre mice was performed from DNA isolated from the tail tissue by Transnetyx (Cordova, TN).

### scRNA-seq data processing, normalization, and cell cluster identification

Base calls were converted to reads using the Cell Ranger (10X Genomics, Pleasanton, CA, USA; version 3.1) implementation mkfastq and then aligned against the GRCh38 v3.0.0 (human) genome using Cell Ranger’s count function with SC3Pv3 chemistry and 5000 expected cells per sample. 

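The methods name the human genome GRCh38. The deposited gene lists of the 3 libraries hold mouse genes with Ensembl mouse identifiers. Of these genes, 30934 (99.6%) have the same identifier in GENCODE vM21 on the mouse build GRCm38, which gave the coordinates printed here, and 119 have none. The lists also hold features for hashtag antibodies, 10 for mouse and, in the hSTSG library only, 10 for human cells.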

Cell barcodes representative of quality cells were delineated from barcodes of apoptotic cells or background RNA based on a threshold of having at least 300 unique transcripts profiled, less than 100,000 total transcripts, and less than 10% of their transcriptome of mitochondrial origin. 

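The minimum of 300 unique transcripts was read as genes detected. It removed 306 of 7866 Co-Mac barcodes, 352 of 9794 VD-Mac barcodes, and 306 of 2644 hSTSG barcodes. The limit of 100000 UMIs removed 1, 0, and 2 barcodes. Kept cells had a median mitochondrial share of 5.30% in Co-Mac, 5.60% in VD-Mac, and 3.005% in the hSTSG library, so that a limit at 5% in place of 10% lies inside the main body of the cultured cells. Reading the minimum as UMIs kept 7261 Co-Mac and 8834 VD-Mac cells.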

Unique molecular identifiers (UMIs) from each cell barcode were retained for all downstream analysis. Raw UMI counts were normalized with a scale factor of 10,000 UMIs per cell and subsequently natural log-transformed with a pseudocount of 1 using the R package Seurat (version 3.1.1) (*25*). Aggregated data were then evaluated using UMAP analysis over the first 15 principal components (*24*). Cell annotations were ascribed using the SingleR package (version 3.11) against the ImmGen database (*26*, *27*) and confirmed by expression analysis of specific cell type markers. Louvain clustering was performed using a resolution of 0.5 and 15 nearest neighbors.

### Generation of characteristic subpopulation markers, enrichment, and ORA

Cell type markers were generated using Seurat’s native FindMarkers function with a log fold change threshold of 0.25 using the ROC (receiver operating characteristic) to assign predictive power to each gene. The 50 most highly ranked genes from this analysis for each cluster were used to perform ORA using clusterProfiler (version 3.1.1). Using GeneTrail 3, an ORA was performed for each cell using the 500 most expressed protein-coding genes on the gene sets of the Gene Ontology (*31*). *P* values were adjusted using the Benjamini-Hochberg procedure, and gene sets were required to have between 2 and 1000 genes. Stacked violin plots were generated using the Scanpy package (*70*).

### Pseudotime analysis

Pseudotime analysis was performed using the Monocle 3 package in R (version 3 0.2.0) (*71*). A principal graph was learned from the reduced dimension space using reversed graph embedding with default parameters. The principalGraphTest function using the Moran’s *I* statistic was used to identify correlated genes on trajectory embedded in the manifold. As indicated by RNA velocity analysis, cluster 4 was chosen as a root of the trajectory.

### RNA velocity analysis

RNA velocity analysis was performed using scVelo (*34*). In contrast to previous steady-state models, which falsely assume that all genes share a common splicing rate, scVelo uses a likelihood-based dynamical model to solve the full transcriptional dynamics of splicing kinetics. Thereby, RNA velocity analysis can be adapted to transient cell states and heterogeneous cellular subpopulations as in our dataset. Partition-based graph abstraction was performed using the sc.tl.paga function in scVelo. To find genes with differentially regulated transcriptional dynamics compared to all other clusters, a Welch *t* test with overestimated variance to be conservative was applied, using the sc.tl.rank_velocity_genes function. Genes were ranked by their likelihood obtained from the dynamical model grouped by Seurat clusters. A pseudotime heatmap was created by plotting the expression of the genes identified by sc.tl.rank_velocity_genes along velocity-inferred pseudotime. The terminal transcriptional states were identified as end points of the velocity-inferred Markov diffusion process.

### Cultivation of BM-derived macrophages and cell seeding

BM isolation and cultivation of cells into macrophages were performed according to previously published protocols (*72*, *73*). Briefly, femurs and tibias were removed from C57/BL6 mice after euthanasia. The epiphyses on both ends of the long bones were removed. The bones were flushed with 5 ml of RPMI to collect the BM. The epiphyses were crushed using a pestle and mortar to isolate the BM. Red blood cells were lysed with ACK (ammonium-chloride-potassium) lysis buffer. Cells were strained and washed in complete medium 2 × 10^6^ per 100-mm dish in 10 ml of RPMI containing 10% fetal bovine serum, penicillin (100 U/ml), streptomycin (0.1 mg/ml), 2 mM glutamine, 50 μM 2-mercaptoethanol, and 200 Units (U) / ml murine granulocyte-macrophage colony-stimulating factor (GM-CSF; PeproTech, Frankfurt, Germany). On D3, 10 ml of complete medium was added to the cultures, and on D6, 10 ml of medium was collected and cells were spun down and resuspended in fresh medium. On D7, half of the cultures were stimulated with 10^−6^ M 1,25 dihydroxy-cholecalciferol (Sigma-Aldrich) for 24 hours. Cells were collected and seeded on pullulan-collagen hydrogels with a diameter of 8 mm at a concentration of 500,000 cells per hydrogel and wound, using a previously described capillary force seeding technique (*41*). We have previously demonstrated that this approach preserves cell viability as well as hydrogel architecture and enables efficient cell delivery (*41*).

### Statistical analysis

Data are shown as means ± SEM and were analyzed using Prism 8 (GraphPad, La Jolla, CA). Two-group comparisons were performed with Student’s *t* test (unpaired and two-tailed). One- or two-way ANOVA, followed by Benajmini-Hochberg post hoc test was performed for comparisons of more than two groups as appropriate. *P <* 0.05 was considered statistically significant. The statistical methods used for scRNA-seq analysis are described in the specific sections above.

# Supplementary material for: Xenogeneic skin transplantation promotes angiogenesis and tissue regeneration through activated Trem2+ macrophages
**Source:** Sci Adv. 2021 Dec 1;7(49):eabi4528. doi: 10.1126/sciadv.abi4528
**Supplement:** Supplementary file 1 — Figs. S1 to S10

Supplementary Materials for  
**Xenogeneic skin transplantation promotes angiogenesis and tissue regeneration through  
activated Trem2<sup>+</sup> macrophages**

Dominic Henn, Kellen Chen, Tobias Fehlmann, Artem A. Trotsyuk, Dharshan Sivaraj, Zeshaan N. Maan,  
Clark A. Bonham Jr., Janos A. Barrera, Chyna J. Mays, Autumn H. Greco, Sylvia E. Moortgat Illouz,  
John Qian Lin, Sydney R. Steele, Deshka S. Foster, Jagannath Padmanabhan, Arash Momeni, Dung Nguyen,  
Derrick C. Wan, Ulrich Kneser, Michael Januszyk, Andreas Keller, Michael T. Longaker, Geoffrey C. Gurtner\*

Published 1 December 2021, *Sci. Adv.* 7, eabi4528 (2021)  
DOI: 10.1126/sciadv.abi4528

**This PDF file includes:**

Figs. S1 to S10

## **Supplementary Materials**

Fig. S1. Sham group histology and collagen fiber analysis over time

Fig. S2. Principal component analysis (PCA) on CT-FIRE and CurveAlign output

Fig. S3. Fractal analysis and qPCR for human Alu elements

Fig. S4. Flow cytometry pre-gating on cells from parabiosis model

Fig. S5. Cluster defining marker genes in full scRNA-seq dataset and myeloid cell subcluster

Fig. S6. Flow cytometry pre-gating on macrophage subpopulations, scRNAseq analysis

Fig. S7. scRNAseq analysis of bone marrow derived macrophages

Fig. S8. Genotype confirmation of Brainbow 2.1-LyzMcre mice and histology of unwounded skin

Fig. S9. Collagen fiber analysis in wounds treated with Trem2<sup>+</sup> macrophages, control macrophages and blank hydrogels

Fig. S10. Collagen fiber analysis in Trem2-KO model

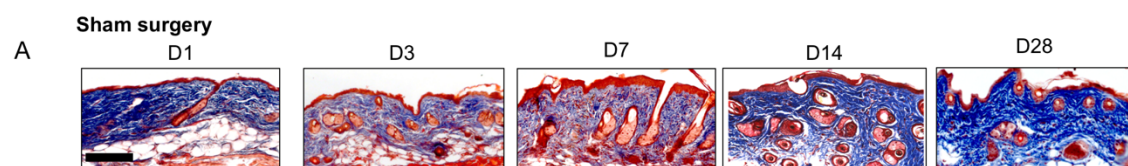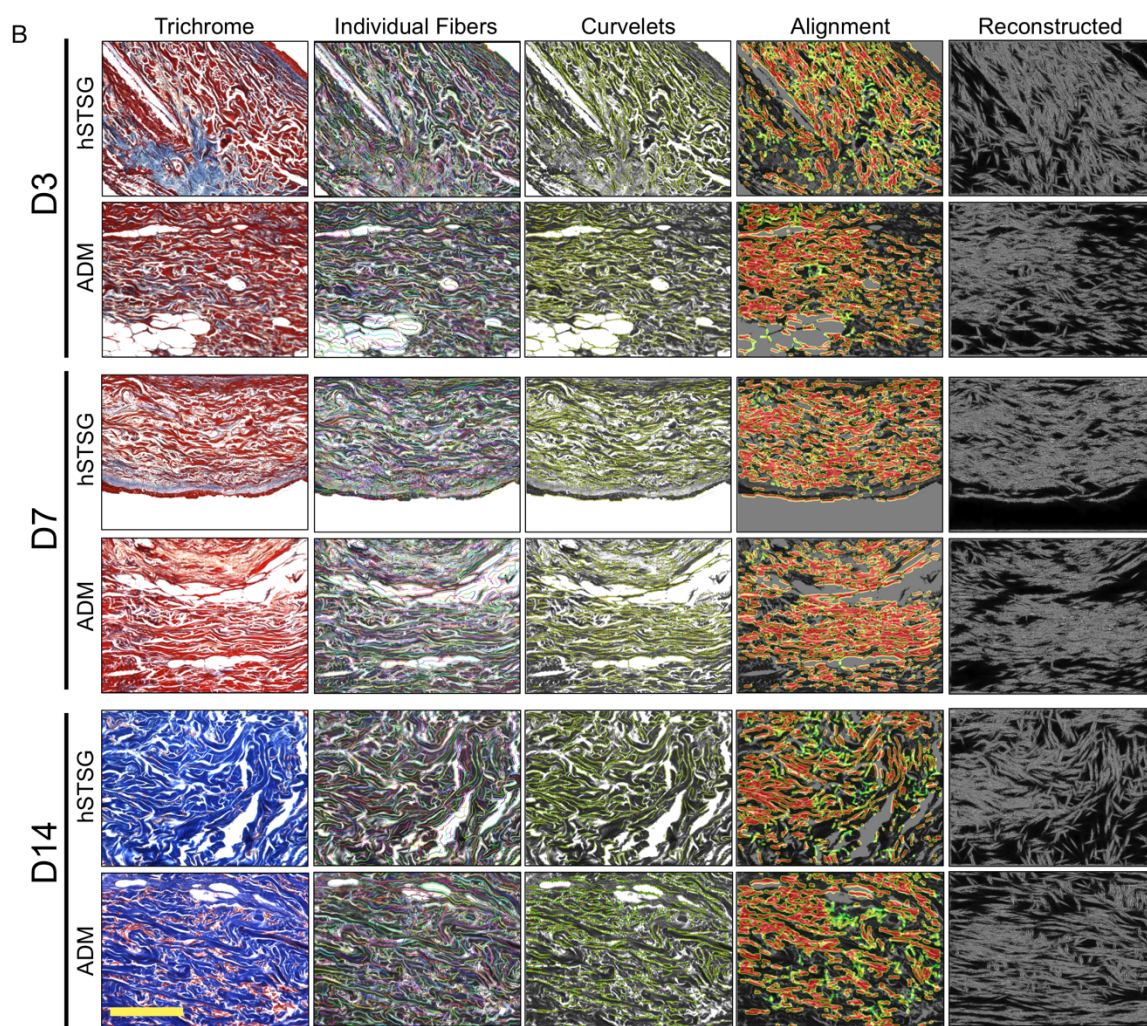

**Fig. S1.**

(A) Masson's trichrome staining of tissue sections from the sham group explanted on days 1, 3, 7, 14, and 28 post-surgery (D1 – D28). (B) Far left: Magnified image of collagen architecture of hSTSG and ADM (Masson's trichrome staining). Left: individual fibers identified with CT-FIRE. Middle: curvelet transformation as overlay on histologic image, red dots to indicate the center of fiber segments, green lines indicate the fiber orientation at that point. Right: heatmap of alignment with red indicating the regions with the most aligned fiber angles; far right: image reconstructed using CurveAlign; scale bars: 200 $\mu$ m. hSTSG = human split-thickness skin graft, ADM = acellular dermal matrix graft.

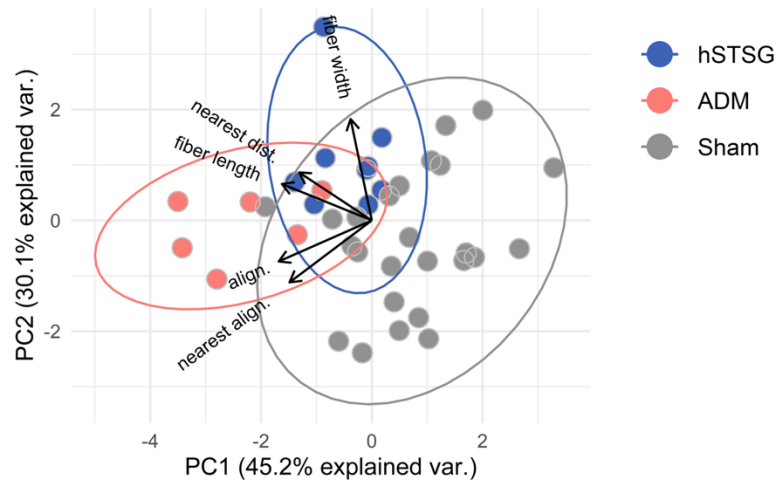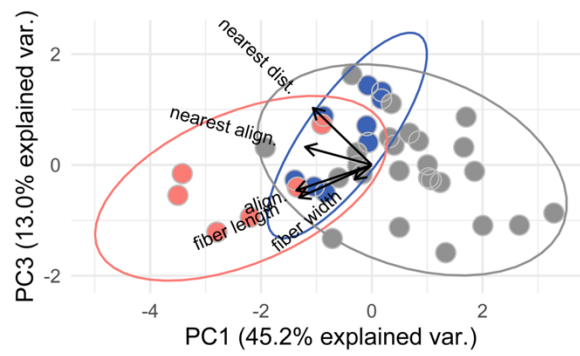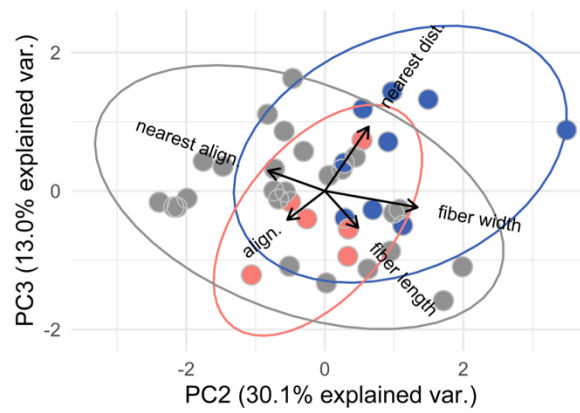

**Fig. S2.**

Principal component analysis (PCA) on output parameters from CT-FIRE and CurveAlign analysis of collagen fibers from hSTSG, ADM (28 days post implantation) and skin mice with sham surgery 28 days post surgery. align = alignment, dist = distance, hSTSG = human split-thickness skin graft, ADM = acellular dermal matrix graft.

A

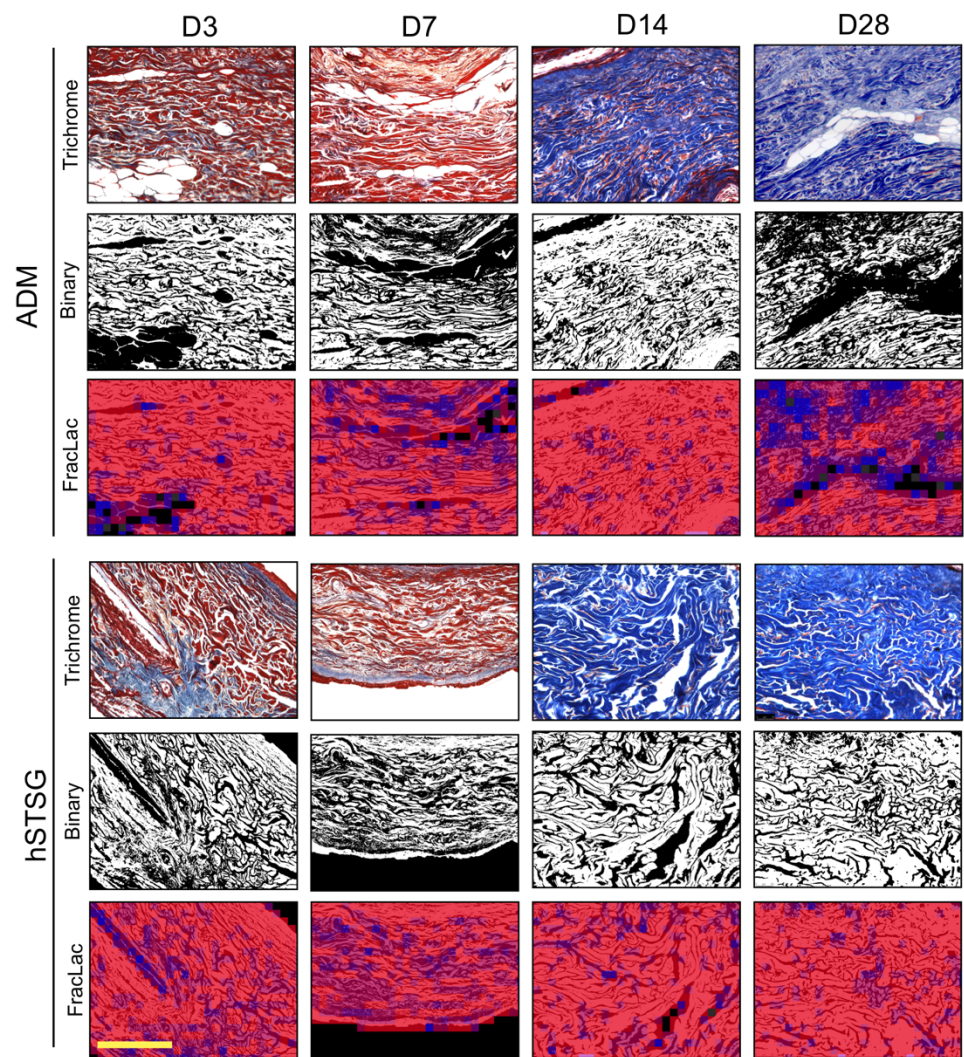

B Fractal Dimension

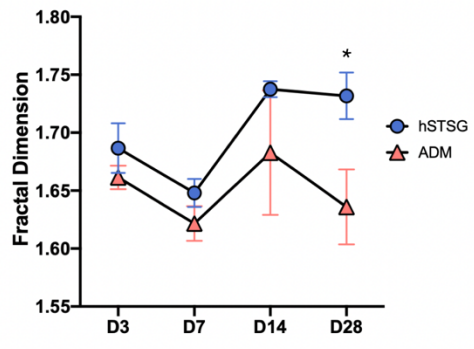

C Expression of human *Alu* DNA

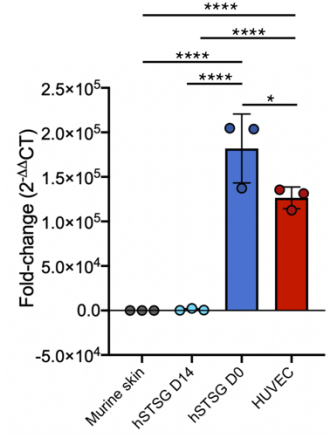

**Fig. S3.**

(A and B) Fractal analysis comparing the histologic architecture between hSTSG and ADM. Two-way ANOVA (n = 5 per group): \*P= 0.04; scale bar: 200  $\mu$ m. (C) Real-time PCR (qPCR) for human Alu elements in non-implanted hSTSG (hSTSG D0) and hSTSG explanted after 14 days of subcutaneous implantation into wild-type mice (hSTSG D14). Native murine skin was analyzed as a negative control and live human umbilical vein endothelial cells (HUVEC) were used as a positive control. The HUVEC group represents 3 different cell culture plates. All samples were analyzed as triplicates. Data is shown as fold-change computed by  $2^{-\Delta\Delta}$  method (62); One-way ANOVA (n = 3 per group): \* P = 0.01; \*\*\*\* P < 0.0001, hSTSG = human split-thickness skin graft, ADM = acellular dermal matrix graft.

hSTSG

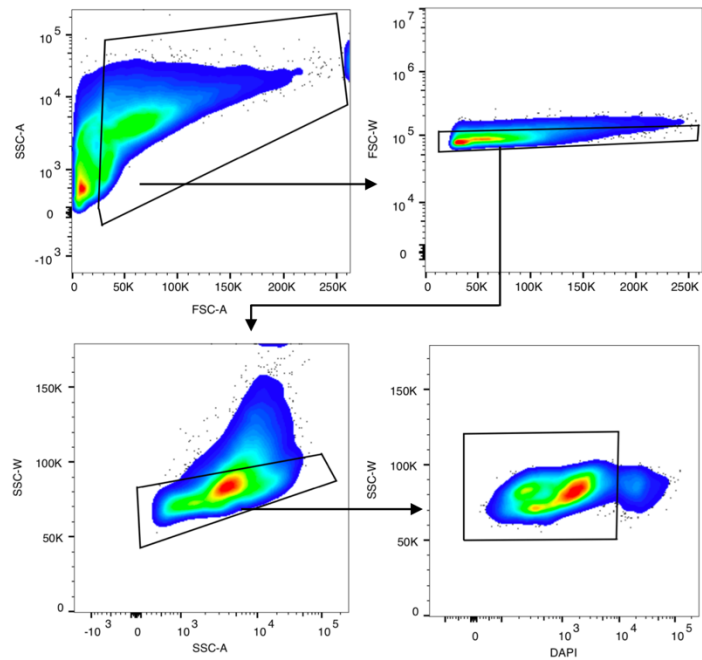

ADM

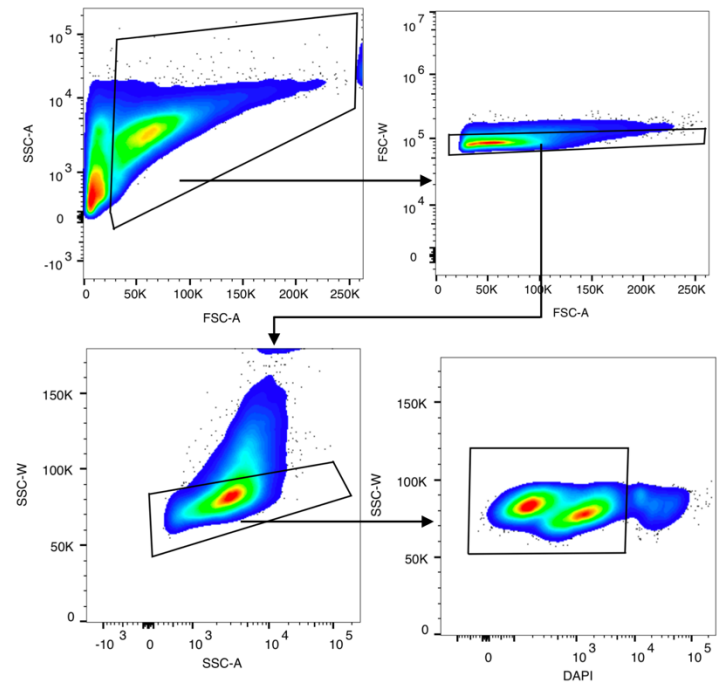

**Fig. S4.**

Pre-gating strategy for flow cytometry on cells isolated from grafts explanted from parabiosis model (n = 5 pairs per group). hSTSG = human split-thickness skin graft, ADM = acellular dermal matrix graft.

A

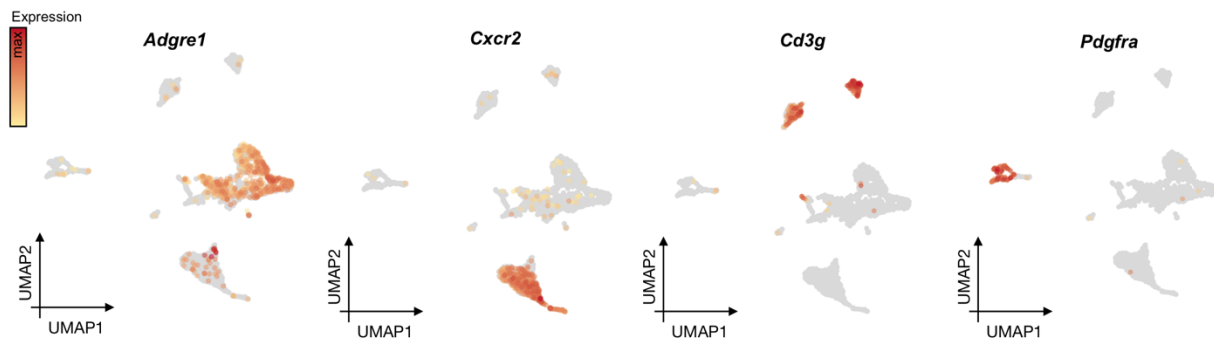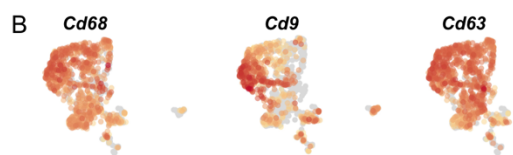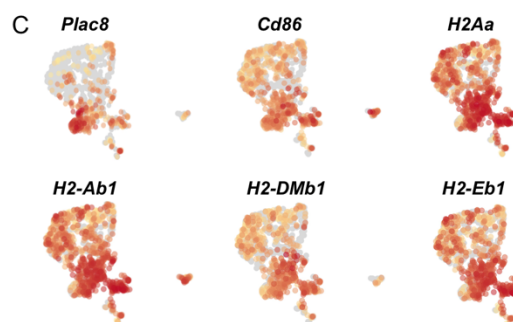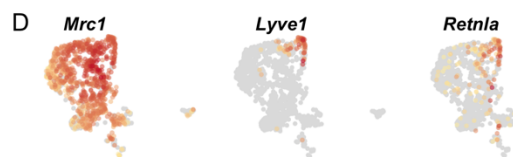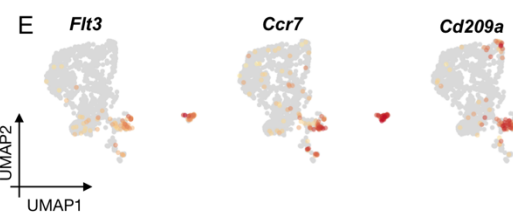

F

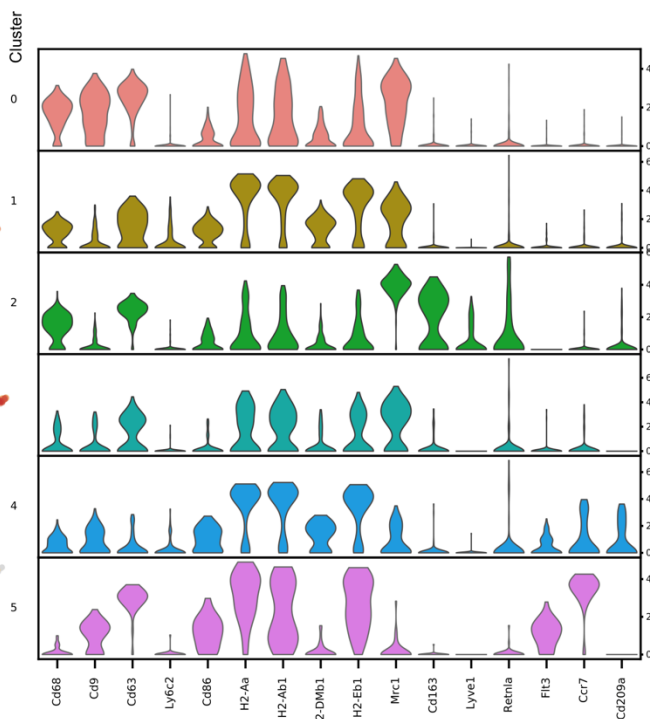

**Fig. S5.**

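The 4 cell type marker genes *Adgre1*, *Cxcr2*, *Cd3g*, and *Pdgfra* had the following levels in the rebuilt clusters, with the caution that *Cxcr2*, *Cd3g*, and *Pdgfra* were among the markers that gave the clusters their names, while *Adgre1* was not. *Adgre1* had 209.5 CPM (95% interval 201.6 to 217.5) in macrophage-like cells, 26.7 (20.2 to 34.6) in DC-like cells, and 5.83 (2.91 to 10.4) in T cell-like cells. It was not specific to them, with 348.9 CPM (185.8 to 596.6) from 13 UMIs in the 38 unnamed cells and 80.4 (32.3 to 165.6) from 7 UMIs in mast cell- or basophil-like cells. *Cxcr2* had 775 CPM in granulocyte-like cells and 4.38 in macrophage-like cells. *Cd3g* had 620 CPM in T cell-like cells and 0.313 in macrophage-like cells. *Pdgfra* had 312.5 CPM in fibroblast-like cells and 0.782 in macrophage-like cells.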

(A) Expression of the characteristic cell type marker genes, *Adgre1* (macrophages), *Cxcr2* (neutrophilic granulocytes), *Cd3g* (T cells), *Pdgfra* (fibroblasts) projected onto the UMAP embedding. 

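The supplement shows marker genes of the subclusters as violin plots, whose width at a level is a share of cells. Such shares move with the depth of the cells, and after thinning to 2000 UMIs per cell the following shares carried a UMI. *Mertk* was found in 13.8% of 0-like cells (95% interval 10.3 to 17.9%), 11.2% of 2-like cells (7.13 to 16.4%), 1.08% of 1-like cells (0.223 to 3.12%), and 0.339% of T cell-like cells (0.00858 to 1.87%). *Kit* was found in 16.4% of 67 4-like cells (8.49 to 27.5%), 18.2% of 5-like cells (6.98 to 35.5%), and 1.695% of T cell-like cells (0.553 to 3.91%). *Flt3* was found in 25.4% of 4-like cells (15.5 to 37.5%). Without thinning, *Mertk* was found in 56.25% of 0-like cells and 0.665% of T cell-like cells, *Kit* in 49.25% of 4-like cells and 3.32% of T cell-like cells, and *Flt3* in 59.7% of 4-like cells.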

Expression of the characteristic marker genes of myeloid cell subclusters: (B) cluster 0, (C) cluster 1, (D) cluster 2, (E) cluster 4 and 5 projected onto the UMAP embedding and (F) shown as stacked violin plot.

# A Pre-gating for macrophage sub-populations

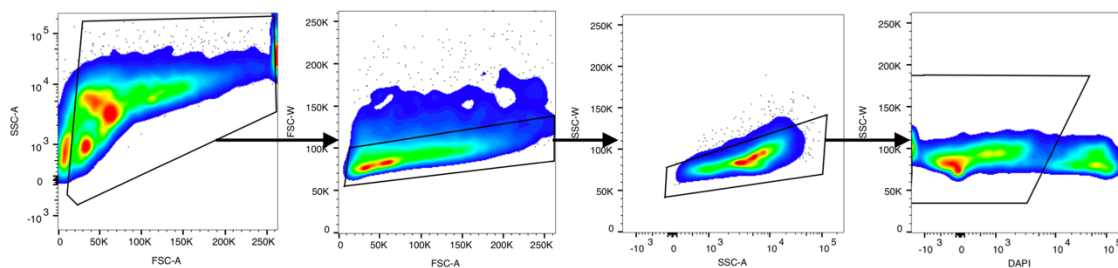

# B *Vegfa*

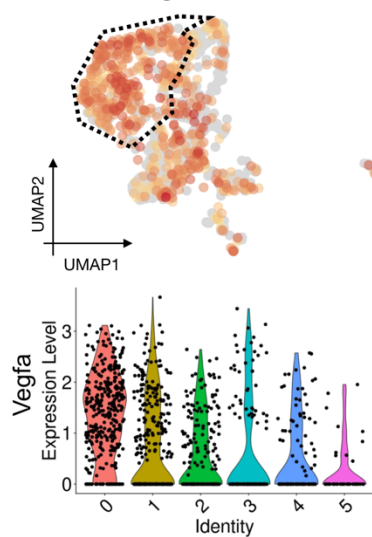

# C *Mmp12*

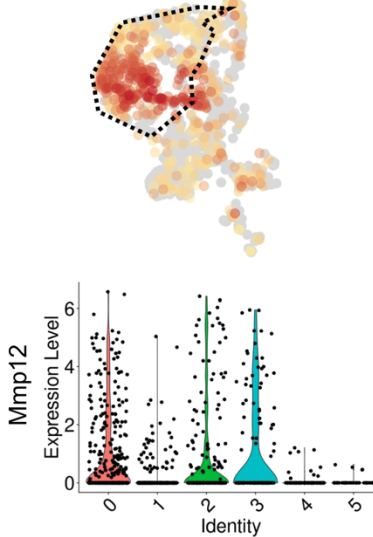

# D *Mmp13*

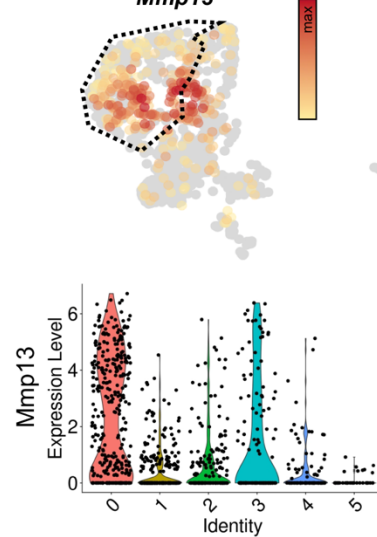

# E Spliced and unspliced mRNA proportions

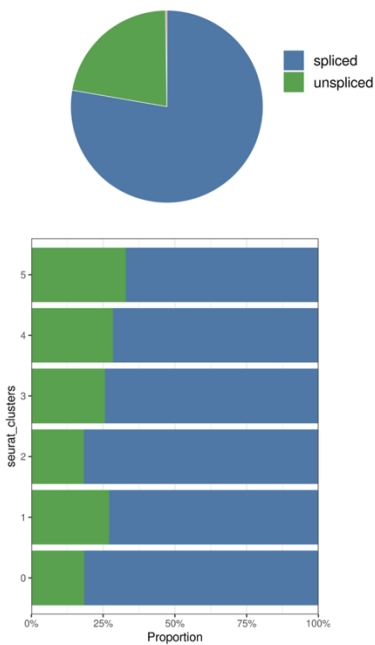

# F Single cell velocity vectors

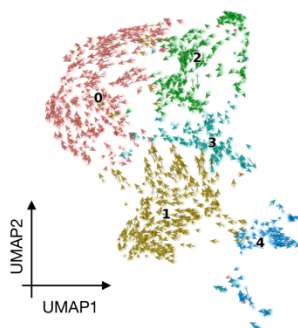

# G Velocity confidence

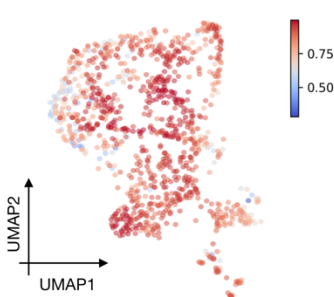

# H Velocity-inferred pseudotime

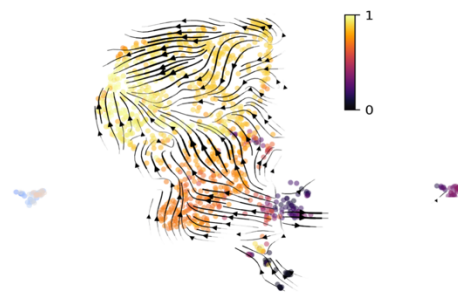

**Fig. S6.**

(A) Flow cytometry pre-gating strategy for macrophage subpopulations to confirm clusters identified by single-cell RNAseq. (B) Expression of *Vegfa* (C), *Mmp12*, (D) *Mmp13* projected onto UMAP embedding of myeloid cell subset (top row) and shown as violin plot of the 6 clusters (bottom row). 

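Once thinned to 2000 UMIs, *Mmp12* was found in 57.5% of 0-like cells (95% interval 51.99 to 62.85%), 38.2% of 3-like cells (26.7 to 50.8%), 21.3% of 2-like cells (15.8 to 27.7%), and 14.0% of 1-like cells (10.2 to 18.7%). The background in cells that should lack it was 8.475% in T cell-like cells (5.56 to 12.3%) and 6.475% in fibroblast-like cells (3.003 to 11.9%). Without thinning it was found in 77.4% of 0-like cells and 17.9% of T cell-like cells. For *Vegfa*, thinning left 49.1% of 0-like cells with a UMI (43.6 to 54.6%), compared with 86.6% before it. The thinned share was 31.65% in 1-like, 25.4% in 2-like, 32.35% in 3-like, 27.3% in fibroblast-like, 17.1% in granulocyte-like, and 4.07% in T cell-like cells, so *Vegfa* was not confined to 0-like cells. For *Mmp13* the thinned shares were 27.25% of 0-like cells (22.5 to 32.4%), 26.4% of 2-like cells (20.4 to 33.1%), and 32.35% of 3-like cells (21.5 to 44.8%), with overlapping intervals, compared with 3.73% of T cell-like and 5.755% of fibroblast-like cells. Without thinning they were 46.4, 37.7, and 33.6%, and 6.98 and 22.1% in the latter cells. Of the 3-like cells only 68 were deep enough to be thinned.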

(E) Ratio of unspliced (green) and spliced (blue) mRNA within the myeloid cell subset (pie chart) and within each myeloid cell cluster, as determined by scVelo. (F) Single cell velocity vectors. (G) Confidence of RNA velocity analysis. (H) Velocity-inferred pseudotime determined by scVelo.

A

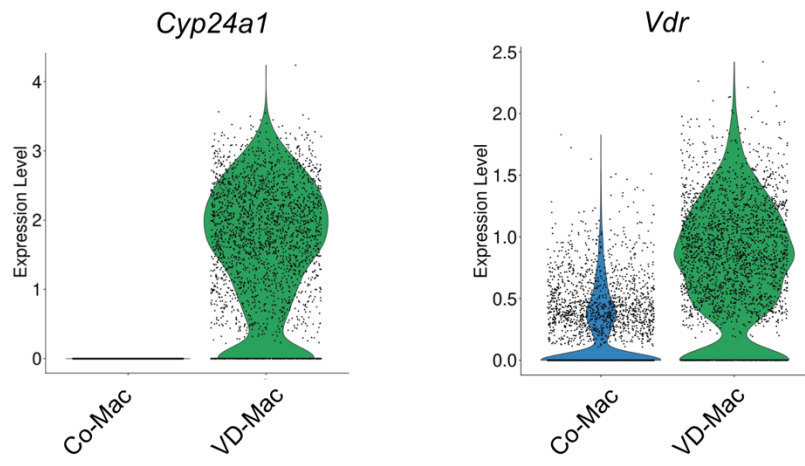

B

Seurat clusters (integrated datasets)

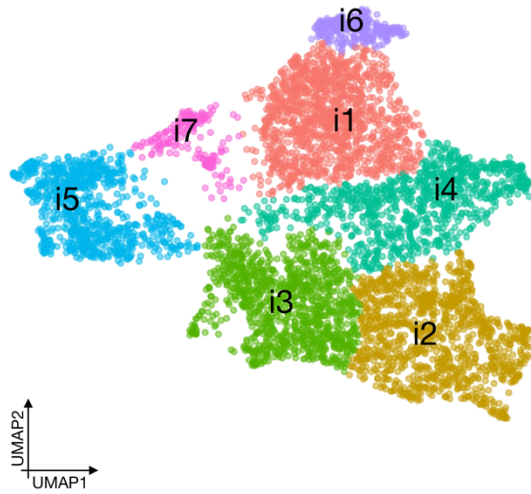

C

Single cell velocity vectors

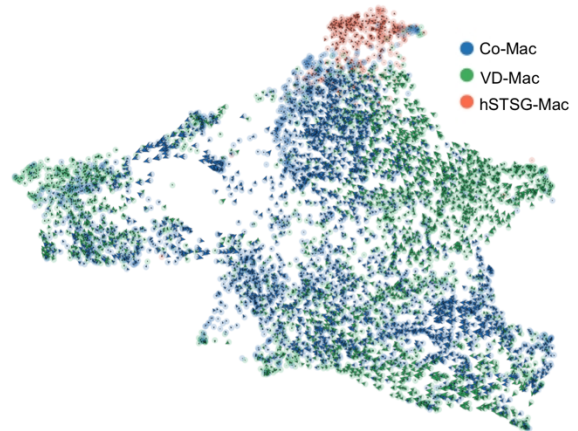

**Fig. S7.**

(A) Expression of *Cyp24a1* (encodes for VD3 24-hydroxylase) and *Vdr* (vitamin D receptor) in control (Co-Mac) and vitamin D3-treated macrophages (VD-Mac). 

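After thinning to 2000 UMIs per cell, a *Cyp24a1* UMI was found in 0 of 6785 Co-Mac cells, which allows up to 0.0544%, and in 24.8% of 7676 VD-Mac cells (95% interval 23.8 to 25.8%). Without thinning it was found in 39.7% of VD-Mac cells. *Vdr* was found in 8.46% of Co-Mac cells (7.81 to 9.15%) and 18.75% of VD-Mac cells (17.9 to 19.6%) after thinning, and in 41.4% and 54.4% before it.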

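Integrated clusters 0 and 1, DC-like by their markers, held 3119 and 2825 cultured cells, and the macrophage-like clusters 2, 4, and 7 held 2095, 1967, and 651. The 10 genes that led cluster 2, such as *Cenpf* and *Mki67*, belong to the cell cycle, and its score was 3.73 for proliferation and 2.16 for macrophages, but proliferation was not among the names a cluster could take. Clusters 5 and 6 were granulocyte-like, the former with a median of 2356 UMIs per cell, and clusters 3 and 8 took no name. The numbers are not those of the paper. *Trem2* could be compared within 10 clusters with enough UMIs, and was higher in VD-Mac in 9 of them. The exception was cluster 5, with a log2 ratio of -0.79 (95% interval -1.09 to -0.49), and the highest ratio was 2.25 in cluster 3. In cluster 7 the ratio was 0.98 (0.89 to 1.07).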

(B) 11 distinct cell clusters were identified in the integrated dataset (cultured macrophages integrated with Trem2<sup>+</sup> cells (cluster 0) from *in vivo* dataset). (C) Single cell RNA velocity vectors generated with scVelo.

## A Brainbow2.1- LyzMcre

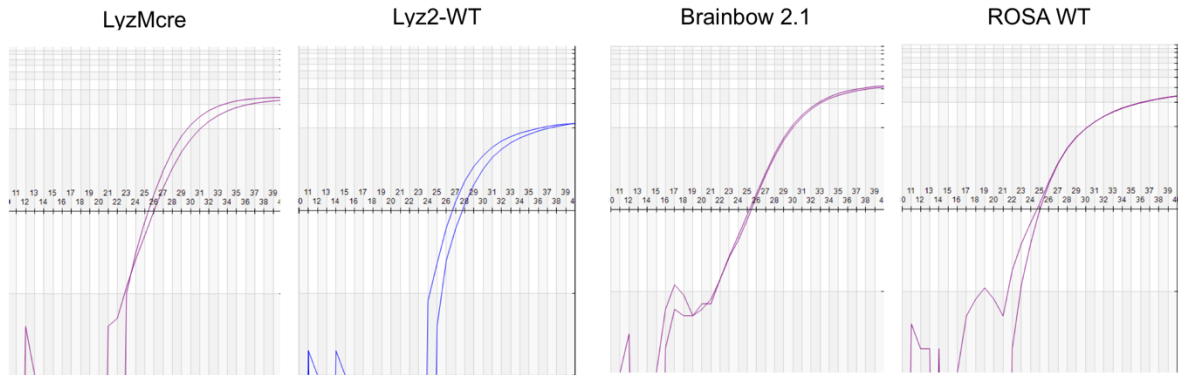

## B Wild-type (C57/BL6)

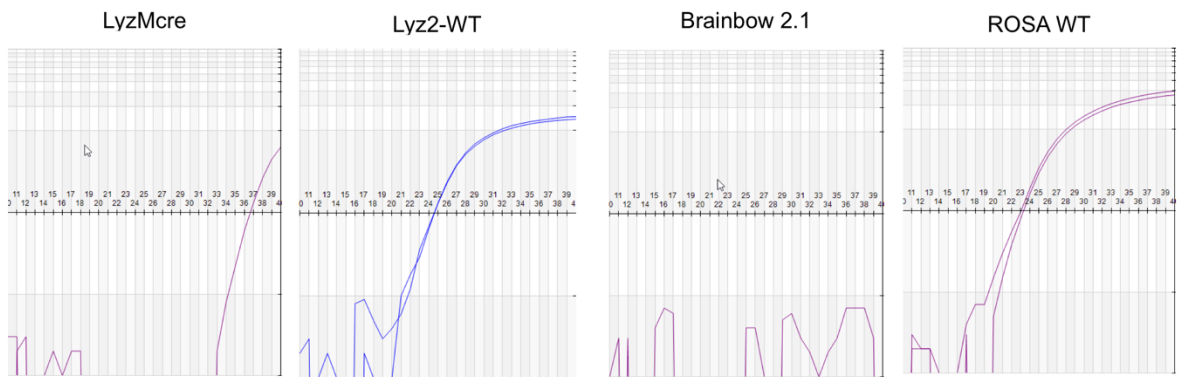

## C Unwounded skin, Lyz2M-Cre-Brainbow

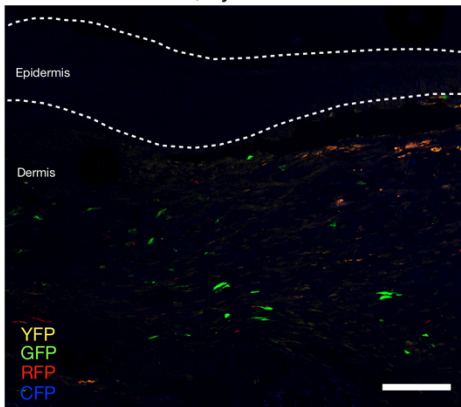

**Fig. S8.**

LyzMcre mice were crossed with R26R-Brainbow 2.1 mice. Exemplary real-time PCR (qPCR) amplification curves confirming the genotype of **(A)** Brainbow 2.1-LyzMcre mouse hemizygous for the LyzMcre and Brainbow 2.1 alleles and **(B)** C57BL6, wild-type (WT) mouse homozygous for the Lyz2 and Rosa WT alleles. X-axis = cycle threshold (CT). **(C)** Unwounded skin of Brainbow 2.1-LyzMcre mouse. Dotted line indicates the location of the epidermis, scale bar = 100  $\mu\text{m}$ .

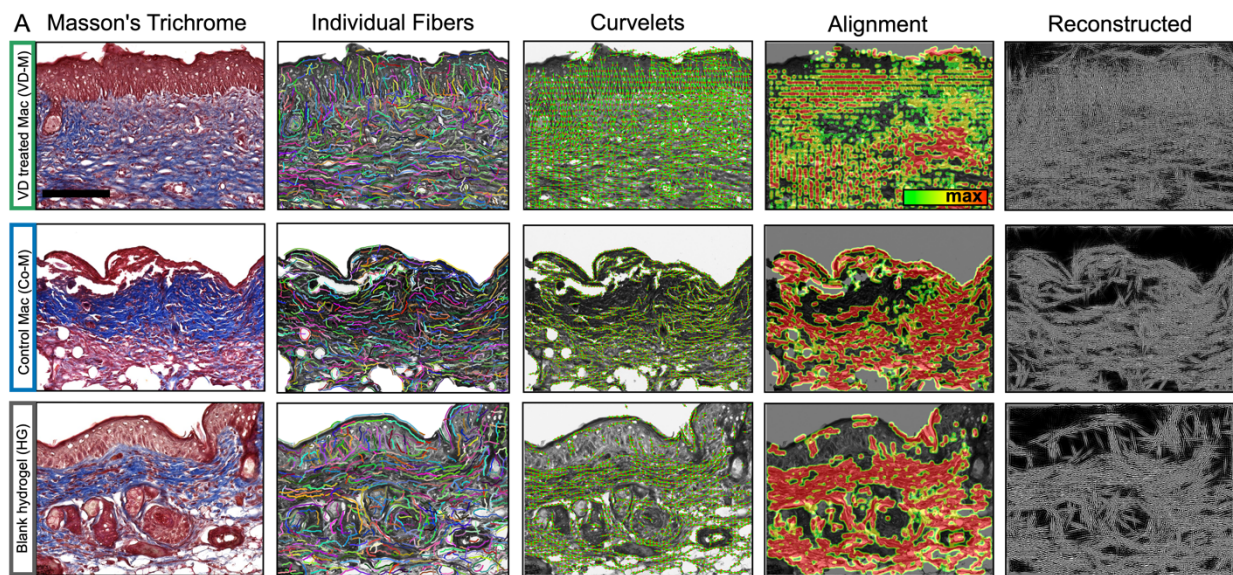

**B**

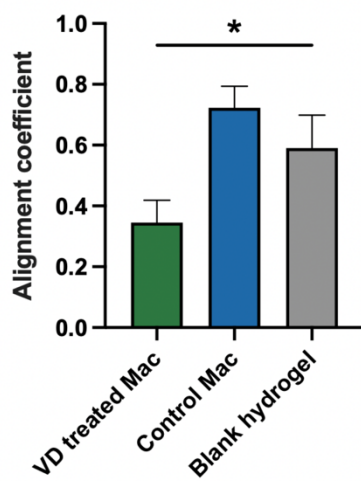

**Fig. S9** (A) Collagen architecture of wounds treated with vitamin D stimulated macrophages (VD-M, Trem2+), control macrophages (Co-M, bone marrow derived “M1”), and blank hydrogels (HG), from left to right: Masson’s trichrome staining; individual fibers identified with CT-FIRE; curvelet transformation as overlay on histologic image (red dots to indicate the center of fiber segments, green lines indicate the fiber orientation at that point); heatmap of alignment with red indicating the regions with the most aligned fiber angles; image reconstructed using CurveAlign; scale bar: 200 $\mu$ m. (B) Comparison of fiber alignment between the groups, One-way ANOVA: \*P < 0.05. Scale bar = 200 $\mu$ m.

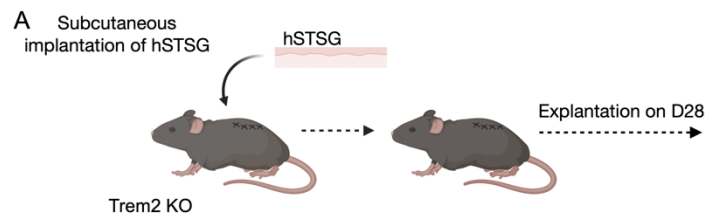

**C**

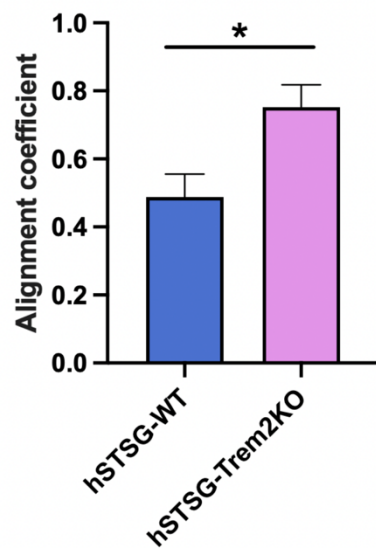

**B hSTSG - Trem2-KO model**

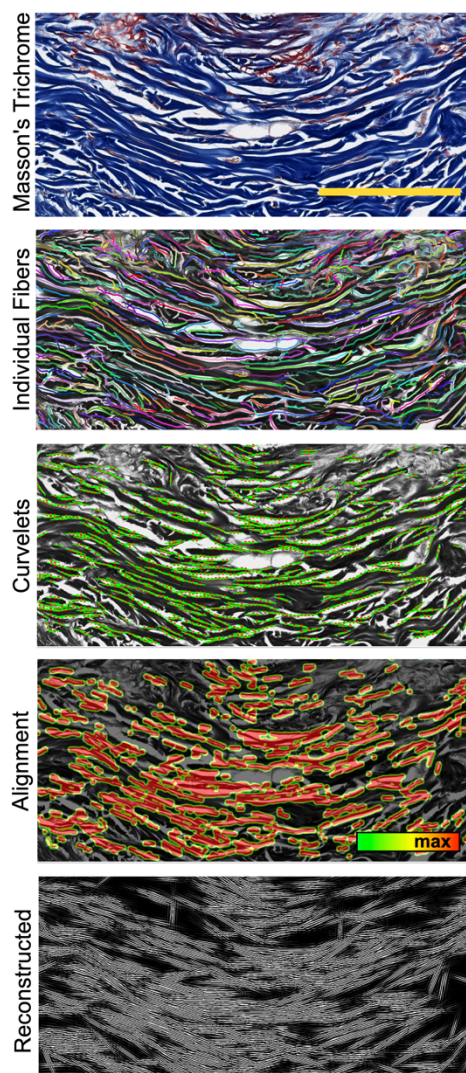

**Fig. S10** (A) hSTSG were subcutaneously implanted into Trem2-knockout (KO) mice ( $n = 5$ ). The grafts were explanted on day 28 for histologic analysis of collagen fiber architecture. (B) Collagen architecture of hSTSG implanted into Trem2-KO mice, from top to bottom: Masson's trichrome staining; individual fibers identified with CT-FIRE; curvelet transformation as overlay on histologic image (red dots indicate the center of fiber segments, green lines indicate the fiber orientation at that point); heatmap of alignment with red indicating the regions with the most aligned fiber angles; image reconstructed using CurveAlign; scale bar: 200 $\mu$ m. (C) Comparison of fiber alignment between grafts implanted into Trem2-KO mice (hSTSG-Trem2KO) vs. grafts implanted into wild-type (WT, C57/BL6) mice. Histology from WT mice is shown in Figure 1D; T-Test:  $*P < 0.05$ ; hSTSG = human split-thickness skin graft. Scale bar = 200 $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

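Single-cell RNA of 3 libraries was analysed, 1 for each condition: cells from human split-thickness skin implanted under the skin of mice, 5 mice pooled on day 14 (hSTSG), and bone marrow cells grown with GM-CSF for 7 days and left untreated (Co-Mac) or given VD3 at 1 μM for 24 hours (VD-Mac). The authors deposited raw counts of UMIs per mouse gene and barcode, made with Cell Ranger 3.1.0 and not normalized, and the barcodes had passed its cell calling but not the filters of the paper's methods. Gene UMIs came to 136905324 for Co-Mac, 124731240 for VD-Mac, and 24472168 for hSTSG. The samples, groups, comparisons, alternatives, cell type markers, and gene lists were set before the data were examined, apart from 4 alternatives that were added after results were seen.

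Cells with at least 300 genes, fewer than 100000 UMIs, and less than 10% mitochondrial UMIs were kept, with UMIs of hashtag antibodies left out of all totals. This left 132574308, 116461484, and 22646544 UMIs. Doublets were kept in the main analysis. Scrublet, as implemented in scanpy 1.11.5, called under 0.5% of the cells of any library at its automatic threshold, so the removal of the cells with the highest scores was added as an alternative, as many as the expected rate gives (457, 691, and 45 cells). Clustering used Seurat 5.3.0 in R 4.3.3 with Matrix 1.6.5, where the paper used an earlier version: log normalization to 10000 UMIs, 2000 variable genes, 15 principal components, 15 neighbors, and resolution 0.5. The lineage subset was clustered again, and the cultures and the 0-like cells were integrated with canonical correlation anchors on 2000 features and 15 dimensions. In both, the genes named by the paper for these libraries and the genes of the lists were left out of the features.

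Clusters took the name of the marker set with the highest mean log2 ratio, if at least 3 markers were detected and the mean was at least 0.5, with 5 CPM added to each level. In the subset only the 0-like to 5-like sets competed for the name, and a cluster kept it unless the markers of a cell type scored more than 1 higher. The 3-like cluster scored 1.33 for its name and 1.42 for fibroblasts. Clusters with few UMIs per cell also needed a marker among the 10 leading genes found in at least 25% of their cells. The markers were fixed beforehand, but this rule was settled after the clusters were seen. The name 3-like depends on it. The markers of the 0-like to 5-like groups were read from Fig. 3G and exclude the genes that the text names, and SingleR was not used.

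Levels are CPM over summed cells. Intervals are exact at 95%: Poisson for levels, Clopper-Pearson for shares, and conditional binomial for ratios. They cover counting error only. With 1 library per condition, no test and no p-value is given, and cells were not treated as repeats. Shares of cells with a UMI were taken after each cell was thinned to 2000 UMIs, with shallower cells left out. A gene was called changed between cultures at 2-fold or more with at least 10 CPM in the higher library, and named by rank among genes with at least 50 CPM. A gene among those with the largest decreases is not reported here. Gene lists (angiogenesis, collagen breakdown, lipid handling, cell cycle, inflammatory M1, and MHC class II) were written by hand and are not GO sets. Their median log2 ratio, with 1 CPM added to each level, was compared with 10000 random lists of the same size matched on expression. The interval of the signature median came from Poisson redraws of the counts, and can therefore sit unevenly around it. Y-linked genes and *Xist* were read for sex. A diffusion pseudotime with 10 components was computed with scanpy on the subset, with 15 neighbors and the 4-like or 1-like cells as root.

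The calculations in Python 3.11.15 used numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, and anndata 0.12.19, and figures matplotlib 3.10.9. The comparison of cultures was tested on simulated data: of 7415 genes, 200 were changed 4-fold, all of them were recovered, 0 unchanged genes were called, the interval covered the true ratio for 95.1% of genes, and 9 of 200 random lists lay outside the central 95%. Both simulated libraries were Poisson draws from a single pooled profile. The simulation therefore checks the calculation only and holds no difference between cultures or in cell make-up. The random seed and the numeric kernel were fixed. On another kernel, the anchor integration gave slightly different clusters, so values within integrated clusters depend on the machine. RNA velocity, SingleR, clusterProfiler, GeneTrail, Monocle 3, and the bulk, imaging, and wound data were not analysed here. Hashtag counts were not used to divide cells, because the paper gives no map from hashtags to mice. The alternatives covered filters, doublets, resolution, principal components, scaling, mean over cells, make-up of cell types, integration, and signature size, and their effect is given after this summary.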

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

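A pair of signals in the deposited counts is not discussed in the paper. The test of free antibody and the test of cell make-up for *Gdf15* were chosen after the result was seen, and the test of human cells before.

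The hSTSG library holds 1195795 UMIs of human hashtag antibodies, which label cells so that samples can be pooled, and 140 of mouse hashtags, while the cultures hold 0 of either kind that was listed for them. Of the 10 human hashtags, 4 carry 99.9% of the UMIs, the largest with 48.5% and the next with 33.3%. Tags on human cells, whose RNA the mouse gene set does not count, could put more tags on barcodes with few mouse genes. The median of barcodes with under 300 genes was 161.5, compared with 187 in kept cells, a ratio of 0.864. This ratio leaves the explanation open, since barcodes were called by their mouse RNA and droplets with human cells alone would mostly be missing. The paper's qPCR bears on it: human Alu DNA in grafts explanted at the same time point was lower by orders of magnitude than before implantation. The paper reads this as loss of the human cells, which speaks against many intact human cells as carriers of the tags. The hashtag counts do not test that reading. Free antibody spread alike over all droplets would leave few cells with a single dominant hashtag. Of 2139 kept cells with at least 20 such UMIs, 17.5% (95% interval 15.9 to 19.2%) had over 80% of them from a single hashtag, above the limit of 5% set for that explanation. This speaks against an even spread only. Barcodes with under 300 genes were as often dominated, 57 of 304 (18.75%), so a dominant hashtag does not tie the tags to intact mouse cells, and the median largest share in kept cells was 50.0%. Free antibody spread unevenly may still be a part of the signal. Medians were 505 UMIs in 2-like, 382.5 in 0-like, and 146 outside the subset. Whether the hashtags separate the 5 mice was not tested.

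*Gdf15* (ENSMUSG00000038508) had 246.4 CPM in VD-Mac and 6.84 in Co-Mac, a log2 ratio of 5.17 (95% interval 5.08 to 5.27), compared with 83.0 CPM in the in vivo 0-like cells. A different make-up of cell types would leave a ratio near 0 within integrated clusters. The median over 8 clusters was 5.29, with 7 of them above 0, which speaks against it for cell types as the integration drew them. The exception was a granulocyte-like cluster with few UMIs per cell, at -0.88. With a limit of 5% mitochondrial UMIs the ratio was 3.99, so cells with more mitochondrial RNA carry part of it. VD3 treatment is the difference in the design, but with 1 library per condition an effect of the single culture stays open, and a second pair of cultures would separate the explanations.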

How the results depend on the processing

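The settings that removed the highest doublet scores, left out the mixed DC-like cluster, or restricted the VD-Mac cells were chosen after the results were seen, and the others were set before the data were examined. A value is called moved when it left the 95% interval of the main value, and a number of genes when it differed more than 1.5-fold. For 11 main results, 66 alternative values were computed: 33 stayed, 32 moved, and 1 changed direction. For 74 further results, 303 of 525 values stayed, 194 moved, and 28 changed direction. No paired analysis was possible because each condition has 1 library. The intervals cover counting error only and are narrow, so small shifts count as moved. Causes of the shifts were not tested.

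The number of kept hSTSG cells was 2312 with 300 UMIs as the minimum, 1779 with a limit of 5% mitochondrial UMIs, and 2099 without the highest doublet scores. For the cultures, 6744 cells were kept with the 5% limit and 14934 without the highest scores. The lineage share was 46.4% at resolution 0.8, 46.5% with 30 principal components, and 44.9% without the mixed DC-like cluster. In the same order, the 0-like share was 9.95, 33.1, and 34.4%, and the log2 ratio of *Trem2* in 0-like cells 1.19, 2.07, and 1.98.

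Direction depended on clustering for several genes. At resolution 0.8, the log2 ratios in 0-like cells were -0.25 for *Vegfa*, -1.28 for *Mmp13*, and -0.049 for *Arg1*. In 1-like cells they were -0.80 for *H2-Aa*, -0.76 for *H2-Ab1*, -0.053 for *H2-DMb1*, and -0.996 for *H2-Eb1*. In 3-like cells they were -0.029 for *Psmd13* and 0.15 for *Mertk*, and in 4-like cells 0.87 for *Ly6c2*, -0.27 for *Cd209a*, and -0.94 for *Flt3*. The name 1-like covered 58 cells at this resolution, and MHC class II genes were among the leading genes of the 208 4-like cells. The name 3-like went to a cluster of 19 cells with a median of 4425 UMIs at this resolution. A cluster of 149 cells with a median of 1910 UMIs took no name. *Psmd13* was among its 10 leading genes found in at least 25% of cells, so the direction in 3-like cells depends on which cells take the name. With 30 principal components, *Mmp13* was at -0.094 in 0-like cells. In 4-like cells *Kit* was then at -0.024, *Ly6c2* at 4.53, *Cd209a* at -0.88, and *Flt3* at -0.45. No cluster took the names 1-like or 3-like with 30 principal components, so those have no value. *Ly6c2* in 4-like cells was also above 0 with called doublets removed (0.95), at resolution 0.3 (0.96), with named genes kept (0.84), and without the mixed cluster (1.40). That last setting gave -0.12 for *Mmp13* in 0-like cells, -2.25, -1.98, -0.68, and -2.26 for *H2-Aa*, *H2-Ab1*, *H2-DMb1*, and *H2-Eb1* in 1-like cells, and -0.58 for *Cd209a* in 4-like cells. There the name 1-like covered 38 cells, and MHC class II genes were among the leading genes of the 256 4-like cells.

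For *Trem2* in VD-Mac over Co-Mac, the log2 ratio was 1.18 with median-of-ratios scaling, 1.22 with mitochondrial and ribosomal protein genes left out, 1.16 without the highest doublet scores, 0.73 with the 5% limit, 1.32 without proliferating-, granulocyte-, and DC-like clusters, and 1.33 as the median within clusters. The 5% limit turned *Mertk* to -0.31. With at least 50 CPM, 75 genes were higher and 140 lower. For VD-Mac over 0-like cells, *Trem2* was at -0.82 with median-of-ratios scaling, -0.64 with mitochondrial and ribosomal protein genes left out, -0.94 as mean over cells, -0.25 against all macrophage-like hSTSG cells, and -0.41 among *Trem2*-positive cells. It reached 0.017 with VD-Mac cells of macrophage-like integrated clusters only. The signature median was -0.92 with 25 genes, -0.51 with 100 genes, and -0.86 as mean over cells. The highest VD-Mac share of a cluster was 99.9% without integration and 67.7% with equal cell numbers. Between machines with other numeric kernels, integrated values shift slightly.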

Differences from the paper's values

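The settings with VD-Mac cells of macrophage-like clusters only and with *Trem2*-positive cells only were chosen after the results were seen, and the others before.

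The cultures held 16082 cells after the stated filters, while Fig. 5B shows about 5500, read by eye. A limit of 5% mitochondrial UMIs, with 6744 cells, came closest of the filters tried. Reading the minimum as 300 UMIs (16095) or removing called doublets (16081) left the difference. The paper may have used a stricter filter or a sample of cells, and the 6744 cells alone do not settle which.

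The paper states that *Trem2* in VD-treated cells exceeded that of the in vivo cells. Here VD-Mac had 343 CPM and 0-like cells 636 CPM, a log2 ratio of -0.89 (95% interval -0.94 to -0.84). None of the alternatives set before the data were examined reversed it. With VD-Mac cells of macrophage-like integrated clusters only, 2179 cells at 643.8 CPM, the ratio was 0.02 (-0.03 to 0.06), which spans 0. These clusters differ, with VD-Mac at 805.3 CPM in cluster 4, 665.8 in cluster 2, which is led by cell cycle genes, and 339.6 in cluster 7, which holds most of the 0-like cells. The choice of cultured cells could therefore account for the difference in clusters 2 and 4 but not in cluster 7. The 0-like cells are themselves a selected group, with the highest *Trem2* of the subset. VD-Mac as a whole also includes the DC-like clusters 0 and 1, at 102.4 and 37.59 CPM. Scaled or integrated expression, as in the paper's figures, was not compared.

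The paper reports enrichment of angiogenesis sets in cluster 2 as well as 0. With a list written by hand, in place of the GO sets, the 2-like median lay inside the range of random lists, at percentile 92.2. For cluster 3 the paper reports depletion of *Mertk*, and 18 UMIs left a log2 ratio of -0.13 (-0.89 to 0.54). For cluster 4 it names Ly6c, and *Ly6c2* was below the level of the other cells, with 19 UMIs. In most of the other settings the ratio was above 0, as given above for *Ly6c2*, but there the name also went to other cells, such as a cluster led by immunoglobulin genes at resolution 0.3. The direction depends on which cells take the name.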

Other observations

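The test of scaling for the signature was chosen after the result was seen, and the other tests here before.

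The 3-like cells had a median of 1822 UMIs, far below those of 0-like, 1-like, and 2-like cells (9675 to 15905), as low-quality cells would have. Damaged cells would also have a high mitochondrial share, but the median of 3.15% was below those of the same groups (3.27 to 3.97%), with cells at 10% or more already left out. Low-quality cells would also have a high share of *Lars2* and *Gm42418*. *Lars2* was among the 10 leading genes found in at least 25% of the 3-like cells, and at resolution 0.3 *Gm42418* was as well. Both are also markers of the name 3-like, so this cannot decide the question. Whether they are low-quality cells or a state of their own is therefore open.

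For the higher *Trem2* in VD-Mac, a different make-up of cell types would bring the ratio within clusters to near 0. Its median was 1.33, with 9 of 10 clusters above 0, which speaks against that as the whole cause for cell types as the integration drew them. Without integration a ratio was available in 5 clusters only. Their median was 0.858, with 3 above 0 and the lowest at -1.08, so part of the ratio may still come from make-up. Different sex of the donors is also unlikely: *Xist* differed by a log2 ratio of 0.30, and 4 Y-linked genes had 2 UMIs in Co-Mac and 1 in VD-Mac.

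The signature of the 0-like cells was lower in VD-Mac. Within the macrophage-like integrated clusters 2, 4, and 7, of which the first is led by cell cycle genes, its median log2 ratio was -0.98, -1.26, and -1.01, each below all random lists, and with median-of-ratios scaling it was -1.09. These values speak against scaling, and against make-up for cell types as the integration drew them, as the whole cause. Medians of the lists in VD-Mac over Co-Mac were -0.35 for angiogenesis (percentile 1.78), -0.47 for collagen breakdown (0.50), -0.63 for lipid handling (0), -0.39 for cell cycle (0.20), and -0.66 for MHC class II (0). The inflammatory M1 list was higher, at 0.50 (percentile 99.99), and within the same clusters at 0.23, 0.82, and 0.35, each above the central 95% of random lists. So *Trem2* rose while most genes that mark the in vivo cells fell. A partial program of *Trem2* induction by VD3 is a candidate explanation, which 1 library per condition does not test.

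*Cyp24a1*, the strongest gene of VD3 treatment in culture, had 0 UMIs in the 336 0-like cells, which allows up to 0.56 CPM. VD-Mac had 314.8 CPM, and the lower limit of the log2 ratio of VD-Mac to 0-like cells was 9.135. In all 2144 hSTSG cells *Cyp24a1* also had 0 UMIs. Other genes that were higher in VD-Mac than in Co-Mac were divided. In 0-like cells *Asb2* was at 0 CPM, *Ifitm6* at 1.215, and *Olfr920* at 3.49, while *Hbegf* was at 554.7 and *Smox* at 86.7.

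At resolution 0.8 most of the 0-like cells fall into a part led by *Cav1* and *Lpl* (99 cells), a part led by *Gdf15* and *Pf4* (147 cells), or a part led by *Nos2* (68 cells). The rest lie outside these parts. In the part led by *Nos2*, *Nos2* was at a log2 ratio of 5.05 and *Il1a* at 1.70 to the other 0-like cells, *Mmp13* at 3.05, and *Trem2* at -0.49. RNA of granulocytes would raise *S100a8* and *S100a9* as well. They were at -0.27 and -1.06, which speaks against it. In 0-like cells, the cell cycle list was at -1.33 and MHC class II at -1.67 (percentile 0 for both), and M1 at -0.08 (percentile 72.0). In 3-like cells the M1 list was at 1.04 (percentile 100).

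A diffusion pseudotime rooted in 4-like cells placed the 0-like cells at a median of 0.550, 2-like cells at 0.570, and 5-like cells furthest at 0.6815, and the last of 5 parts held 52.1% 2-like and 20.5% 0-like cells. From the first to the last part *Lpl* changed by a log2 ratio of 3.13, *Mfge8* by 2.12, *Fabp5* by 1.17, *Vegfa* by -0.45, *Trem2* by 2.84, and *Vdr* by -1.63. Rooted in 1-like cells, with the 5-like cells again furthest (0.7465), the values were 1.00, 4.16, 1.03, -1.24, 0.95, and 0.67. These end points hide courses that were not steady. Rooted in 4-like cells, *Vegfa* rose from 239.8 to 450.3 CPM in the middle part and fell to 175 in the last. Rooted in 1-like cells, *Trem2* rose from 91.29 to 625.1 CPM in the part before the last and then fell to 176.2. *Vdr* fell there from 96.1 to 20.39 CPM and then rose to 152.9. The last part with this root held 39.07% 2-like, 22.79% 4-like, 17.21% 5-like, and 6.977% 0-like cells. The 4-like and 5-like cells had the highest *Vdr* and the lowest *Trem2* of the 6 groups. These late changes therefore need not be a course of macrophages. This pseudotime is not the method of the paper.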
